# New Insights into FoxE1 Functions: Identification of Direct FoxE1 Targets in Thyroid Cells

**DOI:** 10.1371/journal.pone.0062849

**Published:** 2013-05-13

**Authors:** Lara P. Fernández, Arístides López-Márquez, Ángel M. Martínez, Gonzalo Gómez-López, Pilar Santisteban

## Abstract

**Background:**

FoxE1 is a thyroid-specific forkhead transcription factor essential for thyroid gland development, as well as for the maintenance of the thyroid differentiated state in adults. FoxE1 recognizes and binds to a short DNA sequence present in thyroglobulin (*Tg*) and thyroperoxidase (*Tpo*) promoters, but FoxE1 binding to regulatory regions other than *Tg* and *Tpo* promoters remains almost unexplored. Improving knowledge of the regulatory functions of FoxE1 is necessary to clarify its role in endocrine syndromes and cancer susceptibility.

**Methodology/Principal Finding:**

In order to further investigate downstream FoxE1 targets, we performed a genome-wide expression screening after knocking-down *FoxE1* and obtained new insights into FoxE1 transcriptional networks in thyroid follicular cells. After validation, we confirmed *Adamts9*, *Cdh1*, *Duox2* and *S100a4* as upregulated genes and *Casp4*, *Creld2*, *Dusp5*, *Etv5*, *Hsp5a*, *Nr4a2* and *Tm4sf*1 as downregulated genes when *FoxE1* was silenced. In promoter regions of putative FoxE1-regulated genes and also in the promoters of the classical thyroid genes *Nis*, *Pax8* and *Titf1*, we performed an *in silico* search of the FoxE1 binding motif that was in close proximity to the NF1/CTF binding sequence, as previously described for other forkhead factors. Using chromatin immunoprecipitation we detected specific *in vivo* FoxE1 binding to novel regulatory regions in two relevant thyroid genes, *Nis* and *Duox2.* Moreover, we demonstrated simultaneous binding of FoxE1 and NF1/CTF to the *Nis* upstream enhancer region, as well as a clear functional activation of the Nis promoter by both transcription factors.

**Conclusions/Significance:**

In search for potential downstream mediators of FoxE1 function in thyroid cells, we identified two novel direct FoxE1 target genes. To our knowledge, this is the first evidence regarding the implication of *Nis* and *Duox2* in executing the transcriptional program triggered by FoxE1. Furthermore, this study points out the important role of FoxE1 in the regulation of a large number of genes in thyroid cells.

## Introduction

Coordinated expression of thyroid transcription factors Pax8, FoxE1/Ttf2 and Ttf1/Nkx2-1 is essential for maintaining the differentiated thyroid function, which involves synthesis and secretion of thyroid hormones. These factors are encoded by genes with paired box, forkhead box and homeobox domains, respectively. Thyroid hormones are iodinated, and therefore thyroid cells actively concentrate iodide through a sodium dependent co-transporter, Nis, a glycoprotein located in the basal membrane. The iodide is transported to the apical membrane, where thyroperoxidase (Tpo) iodinates the tyrosine residues of the main thyroid protein thyroglobulin (Tg) that serves as a storage for thyroid hormones [1], [2].

FoxE1, formerly known as thyroid transcription factor 2 or Ttf2, is a thyroid-specific transcription factor that belongs to the forkhead/winged-helix family [3]. Fox proteins are a superfamily of evolutionarily conserved transcriptional regulators, which share a highly conserved forkhead box or winged helix DNA binding domain. Forkhead factors control a wide range of biological processes, and some of them are key regulators of embryogenesis and play important roles in cell differentiation and development, hormone responsiveness and aging [4], [5].

FoxE1, as a member of the Fox family, is able to interact with nucleosomes through its winged-helix DNA binding domain and to alter chromatin structure, creating a locally exposed domain necessary for the action of other transcription factors [6]. This intrinsic property defines FoxE1 as a pioneer transcription factor [7], essential during thyroid development and differentiation, as well as for the maintenance of the thyroid differentiated state in adults [2].

*Foxe1*-null mice exhibit an ectopic (50%) or completely absent (50%) thyroid gland and severe cleft palate. Consequently, FoxE1 seems to be crucial either for the migration of the thyroid cell precursors or for repressing differentiation until migration has completed [8].

Human *FOXE1* mutations cause the Bamforth–Lazarus syndrome (OMIM 241850), which is associated with congenital hypothyroidism, cleft palate and spiky hair, with or without choanal atresia, bifid epiglottis and ocular hypertelorism [9], [10]. Moreover, *FOXE1* variations have been associated with susceptibility to several types of cancer [11], [12], [13], including papillary thyroid cancer [14], [15], [16].

FoxE1 was initially identified as a nuclear protein [3] that recognizes and binds to DNA sequences present in the promoters of two thyroid-specific genes: thyroglobulin *(Tg*) [17] and thyroperoxidase *(Tpo)* [18]. FoxE1 usually promotes transcriptional activation of the *Tg* and *Tpo* genes; however, it can also act as a promoter-specific transcriptional repressor of both genes [19].

Putative FoxE1-binding sites previously identified in the *Tg* and *Tpo* promoters share the core sequence AAACA [20]. Moreover, in the *Tpo* promoter FoxE1 forms part of an interaction-complex together with the transcription factor NF1/CTF, whose final result is to turn on the expression of the *Tpo* gene in response to external hormonal stimuli [21].

Nevertheless, FoxE1 binding to DNA sequences other than the *Tg* and *Tpo* promoters remains almost unexplored. Only two studies have reported other FoxE1 targets, but both were conducted in heterologous expression systems [22], [23].

In order to further investigate FoxE1 downstream targets in thyroid epithelial cells, we performed a genome-wide screening using expression arrays in *FoxE1* knock-down cells followed by a search of direct target genes containing in their promoters both FoxE1 and NF1/CTF binding sites. The results obtained in this study provide new insights into FoxE1 transcriptional networks in differentiated thyroid cells and predict involvement of FoxE1 in relevant biological processes and pathways. These data may lead to a better understanding of thyroid biology.

## Materials and Methods

### Cell Culture

PCCl3 cells, a continuous line of rat thyroid follicular cells [24], were cultured in Coon’s modified Ham’s F-12 medium supplemented with 5% donor calf serum and a six-hormone mixture [25]. These cells express thyroid-specific genes (*Tg*, *Tpo*, and *Nis*) as well as thyroid-specific transcription factors (Ttf1, FoxE1, and Pax8) [26] and therefore constitute a good model system to study differentiation and growth regulation in a thyroid epithelial cell setting.

HeLa cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 5% fetal bovine serum.

### RNA Interference

PCCl3 cells were transfected with 25 nM of FoxE1 siRNA (Rat FoxE1 ON-TARGETplus SMARTpool) or with scrambled siRNA (ON-TARGETplus Non-targeting Pool) using DharmaFECT 1 Transfection Reagent and following the manufacturer’s protocol (Dharmacon, Denver, USA).

In order to establish optimal conditions for *FoxE1* silencing, duplicate samples were harvested at different time points (24, 48 and 72 h) after transfection, and total protein was extracted. *FoxE1* silencing was tested by western blotting using a polyclonal FoxE1 antibody (Biopat, Milan, Italy) (data not shown). Once 48 hours was defined as the best time point for *FoxE1* silencing, we performed additional transfections, four biological replicates for each condition, to isolate total protein and total RNA using TRIzol reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s recommended protocol.

### Expression Arrays

FoxE1-dependent gene expression was tested using expression arrays (Agilent SurePrint Rat 60 K). We established two main comparisons: FoxE1-silenced PCCl3 cells (siFoxE1 PCCl3) vs. scrambled siRNA-treated PCCl3 cells (siScramble PCCl3) and FoxE1-silenced PCCl3 cells vs. wild type PCCL3 cells (wt PCCl3). This last condition was included to consistently analyse expression array signals in basal cellular conditions. Each comparison was performed using quadruplicates and dye swaps (Experimental design shown in Fig. 1A).

**Figure 1:**
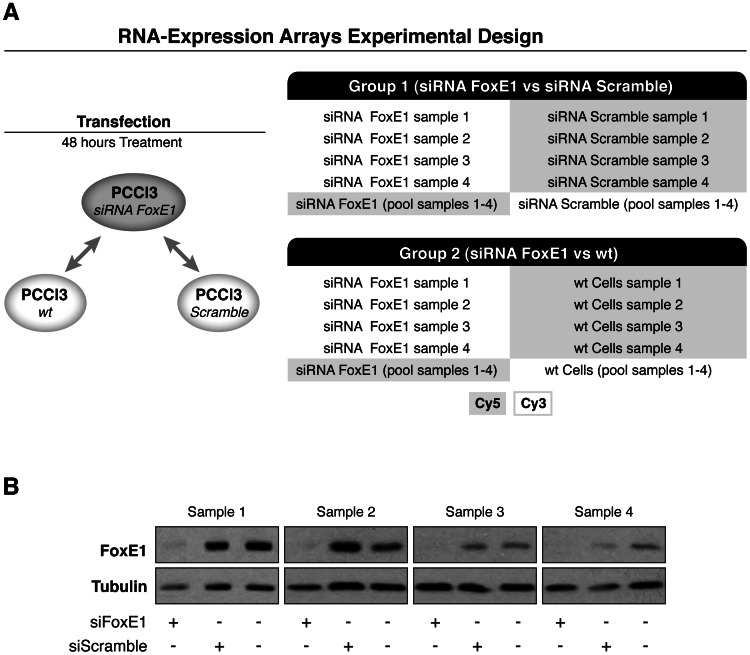
Experimental design and FoxE1 protein levels after 48 hours of silencing. *Panel A:* Experimental design of expression array experiments. Two comparisons were done: FoxE1-silenced PCCl3 cells (siFoxE1 PCCl3) *vs.* scrambled siRNA-treated PCCl3 cells (siScramble PCCl3), and FoxE1-silenced PCCl3 cells *vs.* wild type PCCL3 cells (wt PCCl3). Each comparison was performed in quadruplicate and using dye swaps. *Panel B:* Western Blot of extracts from control, siScramble and siFoxE1-treated cells from quadruplicate samples used for microarray analysis. Hybridizations were done with anti-FoxE1 antibodies; anti-tubulin antibodies were used as loading controls.

Ten µg of total RNA for each condition were sent to the Genomics Core Unit of the Spanish National Cancer Research Centre (CNIO, Madrid) for RNA quality evaluation, amplification, labelling and hybridization to Agilent SurePrint Rat 60 K arrays according to the manufacturer’s protocols.

Signal quantification was carried out with Agilent Feature Extraction Software 10.7 (Agilent Technologies, Palo Alto, CA), using default analysis parameters for Agilent’s whole rat genome 60 K gene expression arrays. To normalize the data set, we performed loess within-array normalization and quantiles between-array normalization. Differential expression analysis was done using Bioconductor’s limma package (http://www.bioconductor.org). At a later stage, we used the file “SurePrint G3 Rat GE 8×60 K Microarray” to obtain the annotations of the rat genome from Agilent. Genes that showed adjusted p-values <0.005 both in siFoxE1 *vs*. wild type and in siFoxE1 *vs.* siScramble PCCl3 cells were considered differentially expressed. Functional analysis of Gene Ontology (GO) terms was carried out using the FatiGO tool and gene set enrichment analysis was performed using FatiScan [27], [28]. All microarray data can be downloaded from the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) database under accession number GSE42497.

### Experimental Validation of Expression Array Data

Technical validations of expression data were performed by real-time quantitative PCR (qPCR) and western blots after performing four independent experiments of *FoxE1* silencing.

Total RNA was isolated from PCCl3 cells after silencing following the standard TRIzol Reagent protocol (Invitrogen, Carlsbad, CA). RNA was reverse transcribed with random primers and quantitative PCR reactions were assembled in triplicate using the SYBR Green PCR Kit (Kapa Biosystems, Woburn, MA) following the manufacturer’s protocol. Expression level changes were studied for 6 thyroid-specific genes (*FoxE1, Tpo, Tg, Nis, Pax8* and *Titf1*) as well as for 12 putative FoxE1-regulated genes, using beta-glucuronidase (*Gus*) for gene expression normalization (oligos are shown in Table S1).

Total protein extracts were obtained by scraping the cells in RIPA buffer (1% PBS, 0.5% (wt/vol) Nonidet, 0.1% (wt/vol) sodium deoxycholate, 0.1% SDS). Protein extracts (30 µg) were separated on 10% SDS-PAGE gels and immunodetected after western blotting. FoxE1 antibody was from Biopat (Milan, Italy), Actin and Cdh1 antibodies were from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA), and Nis and Duox2 antibodies were generous gifts from Dr. N. Carrasco (Department of Cellular and Molecular Physiology, Yale School of Medicine, New Haven, CT, USA) [29] and Dr. C. Dupuy (Institut Gustave Roussy,Villejuif, France) [30], respectively.

### Motif Search

We searched for FoxE1 binding sites in promoter regions (+/−1000 bp relative to the transcription start site) of genes statistically significantly regulated by FoxE1 (p-values <0.005). We performed an automated search of genes containing both the FoxE1 core binding site [5′-ACAAA-3′] and the NF1/CTF binding motif [5′-TTGG -3′] localised between 5 to 30 bp from the FoxE1 site, as previously described for FoxE1 binding within the *Tpo* promoter [5′-TTGG-(5–30)bp-ACAAA-3′] [21]. FASTA promoter sequences of FoxE1-regulated genes, as well as promoter sequences of their orthologous genes, were extracted from the Ensembl database (http://www.ensembl.org).

### ChIP and ReChIP Assays

Chromatin immunoprecipitation (ChIP) and sequential ChIP (ReChIP) were performed using the Diagenode HighCell ChIP kit following the manufacturer’s standard protocol. Cross-linked PCCl3 chromatin was immunoprecipitated using polyclonal antibodies against FoxE1 (Biopat, Milan, Italy) and NF1 (Abcam, Cambridge, UK). Two independent ChIP experiments were performed using two different batches of Biopat FoxE1 antibodies.

ReChIP was used to analyse simultaneous binding of FoxE1 and NF1/CTF proteins to a common DNA region. After a first immunoprecipitation with FoxE1 antibody using the Diagenode HighCell ChIP kit, samples were rinsed with RIPA buffer, and the first antibody was stripped from the beads by incubating in 1% SDS at 65°C for 15 minutes. Then a second round of immunoprecipitation with NF1 antibody was performed using the same Diagenode HighCell ChIP kit and following the manufacturer’s standard protocol.

FoxE, NF1 and FoxE1/NF1 -immunoprecipitated and input samples were analysed by real-time PCR using specific primers for the analysed regions (see Table S2). The known FoxE1 targets *Tpo* and *Tg* were used as positive IP controls whereas intron and promoter regions of *Gad1* (glutamate decarboxylase 1) and *Afm* (afamin or alpha-albumin) were used as negative controls. qPCR reactions were assembled in triplicate using the SYBR Green PCR Kit (Kapa Biosystems, Woburn, MA), following the manufacturer’s protocol. The enrichment of target sequences in ChIP material was calculated relative to the *Afm* and *Gad1* negative controls, and normalized to their relative amplification in the input sample [31].

### Transfection and Luciferase Assays

HeLa cells were plated at a density of 2×10^5^ cells/well in 6-well tissue culture plates, 24 h before transfection. Transfections were performed by calcium phosphate co-precipitation as described previously [17]. The rat promoter pNIS 2.8-Luc, which contains the NIS Upstream Enhancer (NUE) [32] was transiently transfected alone (1.5 µg) or in combination with 1 µg of the expression vectors CMV-FoxE1 (formerly CMV-TTF2) [3] or RSV-CTF/NF1-C [33]. One hundred nanograms of the CMV-*Renilla* vector were cotransfected to assess transfection efficiency. After 48 h, cells were harvested, lysed, and analysed for Luciferase and Renilla activities by the Dual-Luciferase reporter assay system (Promega, Madison WI). The promoter activity in cells transfected with expression vectors was determined as the ratio between luciferase and Renilla activities, relative to the ratio obtained in cells transfected with the corresponding control vectors. The results shown are the average ± SD of six different experiments performed in triplicate. Statistical significance was determined by *t* test analysis (two-tailed), and differences were considered significant at *p*<0.05. Western blots were done where indicated to determine the levels of expression of the transfected expression vectors (data not shown).

## Results

### Gene Expression Profile of FoxE1-silenced Cells

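PCCl3 cells are a line of rat thyroid follicular cells that keep thyroid functions in culture. They were transfected with an siRNA against FoxE1 (siFoxE1) or with a non-silencing siRNA (siScramble), each at 25 nM, or left as wild type (wt). RNA taken 48 h later was hybridized to 10 Agilent rat arrays that carry 2 dyes, 5 arrays for siFoxE1 vs siScramble and 5 for siFoxE1 vs wt. In each comparison 4 arrays held the RNA of 1 culture per condition, with siFoxE1 in Cy5, and 1 array held pooled RNA with the dyes swapped. The pools hold RNA of the same 4 cultures, so n is 4 throughout, and both comparisons use the same siFoxE1 extracts (Fig. 1A). The colour key of Fig. 1A draws the dyes the other way round from the sample labels. The labels were followed, since the siFoxE1 over reference ratios then carry the signs that the paper gives in Datasets S1 and S2 and FoxE1 RNA is lower in the siFoxE1 channel. Each array had 58717 spots. In Cy3, 60.6 to 68.2% of the spots were well above background, with a median signal of 72 to 88 over a median local background of 21 to 22.5. In Cy5, 56.8 to 60.3% were, with a median signal of 99 to 133 over a background of 53 to 57. No spot was saturated, and the number of arrays limits the precision. The authors quantified the scans with Feature Extraction 10.7.3.1 at its default settings, then normalized them by loess within arrays and quantiles between arrays and tested them with limma. The same loess and quantile steps were applied here to the median spot signals, after normexp background correction with an offset of 50, because the paper's text does not name a background correction. Spots of one probe were averaged, and a probe was tested when it was well above background on at least 3 of the 5 arrays in the siFoxE1 or the reference channel. limma was fitted to each comparison with a dye term, so that a probe's own dye effect cancels between the individual and the swapped arrays, and p values were adjusted by Benjamini-Hochberg. A gene was represented by its brightest tested probe.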

In order to further investigate FoxE1 function and to identify putative FoxE1 target genes in thyroid cells, we performed whole genome microarray analysis in PCCl3 thyroid cells after knocking down *FoxE1*. Silencing was performed for 48 h after transfection. Data from four independent silencing experiments were analysed. 

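The 4 cultures differed from each other in several gene groups before any effect of the siRNA is considered. The 33 measured cell cycle genes, which encode replication and mitosis proteins, had a mean log2 intensity of 9.15 in wt culture 1 and of 10.44 in wt culture 2, and this list spanned 1.29 among the 4 wt cultures, 1.25 among the siScramble cultures and 1.63 among the siFoxE1 cultures. The 30 measured targets of ATF4 and CHOP, transcription factors of the integrated stress response, spanned 1.08, 1.31 and 1.30 in the same order. The 19 measured thyroid differentiation genes spanned 0.89 in wt, 0.63 in siScramble and 0.78 in siFoxE1 cultures. By contrast, the 17 epithelial adhesion and keratin genes spanned 0.09 in wt, 0.04 in siScramble and 0.16 in siFoxE1 cultures, and the 9 MHC class II genes spanned 0.32, 0.13 and 0.26. Measured on both of its arrays, one siFoxE1 extract gave means of the thyroid list that differed by at most 0.05, so the spread between cultures was larger than the spread between hybridizations. The spread of the log2 ratios of all tested probes also differed between arrays, with an SD of 0.44 for replicate 3 and 0.18 for replicate 2 of siFoxE1 vs wt, and of 0.30 and 0.17 for the same replicates of siFoxE1 vs siScramble.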

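FoxE1 mRNA fell in the silenced cells in both comparisons. On the arrays its gene, Foxe1, was 1.73-fold lower than in siScramble PCCl3 (log2 fold change -0.79, standard error 0.0856, adjusted p = 0.0226 from limma, n = 4 cultures) and 1.81-fold lower than in wt PCCl3 (log2 fold change -0.86, standard error 0.0772, adjusted p = 0.0326). The ratio was below 0 on every one of the 10 arrays. The 4 individual arrays against siScramble gave a mean log2 ratio of -0.56 ± 0.17 (SD, n = 4), from -0.39 for replicate 4 to -0.77 for replicate 1, and the pooled array gave -1.03. Against wt the mean was -0.51 ± 0.12 (SD, n = 4), from -0.35 for replicate 3 to -0.62 for replicate 4, and the pooled array gave -1.21. The western blot of Fig. 1B measured FoxE1 protein, whereas these values are mRNA ratios on arrays. The adjusted p rose to 0.0541 against siScramble without replicate 1, and to 0.233 and 0.23 against wt without replicates 1 and 4. With Feature Extraction's processed signals it was 0.22 and 0.183, and with a robust intensity trend in limma 0.248 and 0.0743.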

We obtained a FoxE1 silencing grade of more than 85% (Fig. 1B). Statistically significant probes (p<0.005) from the siFoxE1 PCCl3 *vs* siScrambl PCCl3 comparison showed 74 differentially deregulated probes, including 24 upregulated and 50 downregulated probes. 

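Against siScramble PCCl3 cells, silenced cells had 3.62-fold less Ahcy mRNA, which encodes the enzyme that splits S-adenosylhomocysteine in the methionine cycle (log2 fold change -1.85, standard error 0.108, adjusted p = 0.0011 from limma, n = 4 cultures), and the ratio lay between -1.60 and -2.17 on the 5 arrays. Cd74, the invariant chain of MHC class II, rose 2.26-fold (log2 fold change 1.18, standard error 0.0909, adjusted p = 0.00431), with ratios of 0.90 to 1.27. Cdh1, the epithelial adhesion protein E-cadherin, rose 2.13-fold (standard error 0.133 on the log2 scale, adjusted p = 0.0426), and Prss8, the membrane protease prostasin of epithelia, rose 1.99-fold (standard error 0.122, adjusted p = 0.0426). Of 17 measured epithelial adhesion and keratin genes, 2 rose and none fell. Adjusted over the list alone 9 rose, among them the integrin gene Itgb4 (log2 fold change 0.60) and the junction gene Jup (0.39), and 1 fell, the tight junction gene Tjp3 (-0.30). As a group they had a mean log2 fold change of 0.28, with an adjusted p = 0.0863 from fry, 0.0155 with the replicate numbers as a block, 0.0343 without replicate 2, 1.5e-04 from camera at its preset correlation and an adjusted p = 0.386 with an estimated correlation. Of 9 MHC class II genes, which present antigens, Cd74 and RT1-Bb (log2 fold change 0.79, adjusted p = 0.0461) rose and none fell, and 6 rose when adjusted over the list alone. Their mean was 0.51, with an adjusted p = 0.0863 from fry (0.0233 with the block, 0.0287 in one fit without it), 2.9e-06 from camera and an adjusted p = 0.386 with an estimated correlation. The falls also took in Sem1, a proteasome subunit (log2 fold change -0.85), Areg, a ligand of the EGF receptor (-0.71), the transcription factor gene Cebpd (-0.60), Gprc5a (-0.69) and Pacsin2 (-0.82). The other rises were Slc5a3, a myo-inositol transporter (0.72), and Bgn, the matrix proteoglycan biglycan (0.74). A second probe of Bgn gave -0.23 with an adjusted p = 0.446, second probes of Pacsin2 and RT1-Bb gave -0.40 and 0.31, and Slc5a3 had an adjusted p = 0.125 with the block. Cd68, a macrophage marker, passed the test at -0.66 through its pooled array (-1.34), while its individual arrays lay between -0.00 and 0.10. With Foxe1 this made 14 of 9890 genes at adjusted p under 0.05, 6 higher and 8 lower. At the level of probes 22 of 18139 passed 0.05, and 7 passed 0.005, 1 higher and 6 lower, a count of 3 without replicate 2 and of 0 without replicate 1. The count of 14 genes became 26 with the block, 5 without replicate 1, 25 without replicate 2 and 9 without replicate 4. Without replicate 1 the adjusted p was 0.146 for Cdh1, Prss8, RT1-Bb, Pacsin2 and Cebpd. The count was 524 with no dye term, 358 from the 4 individual arrays alone, and 0 with Feature Extraction's processed signals or a robust intensity trend in limma (1863 and 2294 probes at an unadjusted p under 0.05).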

Comparison of siFoxE1 PCCl3 *vs* wt PCCl3 generated 211 differentially regulated probes, consisting of 99 upregulated and 112 downregulated probes (Table 1). 

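Against wt PCCl3 cells, 3 of 10052 genes fell in siFoxE1 PCCl3 cells at adjusted p under 0.05 and none rose. Ahcy of the methionine cycle was 3.38-fold lower (log2 fold change -1.76, standard error 0.125, adjusted p = 0.0120 from limma, n = 4 cultures), Sem1, a subunit of the proteasome, was 1.75-fold lower (log2 fold change -0.80, standard error 0.0652, adjusted p = 0.0191), and the silenced gene Foxe1 was the other one. Several genes with ratios larger in size than those of Sem1 and Foxe1, but not of Ahcy, did not pass. Cd74, the MHC class II invariant chain, had a log2 fold change of 1.22 (adjusted p = 0.0554), Cdh1 (E-cadherin) 1.33 and Prss8 (prostasin) 1.13 (both adjusted p = 0.116), the folate receptor gene Folr1 1.20 (adjusted p = 0.116), and the interferon-stimulated gene Ifi27 1.69 (adjusted p = 0.116). With the replicate numbers as a block these passed, at adjusted p = 0.00382 for Cd74, Cdh1, Prss8 and Ifi27 and 0.00412 for Folr1. In siScramble vs wt, Ifi27 had a log2 fold change of 1.19, where Cd74 had 0.04, Cdh1 0.24, Prss8 0.14 and Folr1 0.32. Against siScramble, Ifi27 had 0.50. Of 18 measured epithelial adhesion and keratin genes none passed over all genes. Adjusted over the list alone 9 rose and none fell, among them Krt20 (log2 fold change 0.88), Krt7 (0.42) and Itgb4 (0.95). The list mean was 0.36, with an adjusted p = 0.0629 from fry, 7.4e-05 from camera and an adjusted p = 0.414 with an estimated correlation. That estimate was -0.004, below the preset 0.01, so a stronger correlation is not what raised this p. The fry value was 0.00193 with the block, 0.00226 with all 10 arrays in one fit without the block, and 0.0414 without replicate 2. Of 10 MHC class II genes none passed over all genes and 6 rose when adjusted over the list alone. Their mean was 0.53, with an adjusted p = 0.0752 from fry, 6.7e-05 from camera and an adjusted p = 0.582 with an estimated correlation. The fry value was 0.00572 with the block, 0.00847 with all 10 arrays in one fit without the block, and 0.0414 without replicate 2. Of 29 interferon-stimulated genes none passed over all genes, and over the list alone 9 rose, among them Isg15 (1.45) and Oas1a (1.63), and 1 fell, Stat2 (-0.49). Their mean was 0.56 (fry adjusted p = 0.344, camera 1.8e-06, and adjusted p = 0.582 with an estimated correlation), and the same list was on average 0.44 higher in siScramble than in wt cells. Among 24 genes of cholesterol synthesis none passed over all genes and 6 fell when adjusted over the list alone, including Cyp51 (-0.66) and Lss (-0.49). Their mean was -0.27, with a fry adjusted p = 0.222, 7.0e-05 from camera and an adjusted p = 0.582 with an estimated correlation. The fry value was 0.0293 with the block and 0.0273 with all 10 arrays in one fit without the block. The same list had a mean of -0.20 in siScramble vs wt and of -0.07 in siFoxE1 vs siScramble. In siScramble vs wt, Cyp51 had a log2 fold change of -0.36 and Lss of -0.37. At the level of probes 9 of 18526 passed 0.05, 1 higher and 8 lower, and 0 passed 0.005 in limma, where 3180 had an unadjusted p under 0.05 and 369 one under 0.005. With the block, which fits all 10 arrays together, 454 genes passed 0.05 and 27 probes passed 0.005. The joint fit without the block gave 90 genes and 13 probes, and no dye term gave 629 genes and 10 probes. The count of 3 genes was 27 without replicate 2, 45 without replicate 3, and 0 without replicate 1, without replicate 4, with Feature Extraction's processed signals or with a robust intensity trend.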

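Of the 9752 genes tested in both, 1146 had an unadjusted p under 0.05 in each with the same sign, 632 higher and 514 lower in siFoxE1 PCCl3 cells. Among genes from the study's own list of both comparisons, 4 that did not pass the adjusted test are Elovl2, a fatty acid elongase (log2 fold change 0.89 vs siScramble and 0.98 vs wt, and 0.33 and 0.48 at its second probe), Fgf18, a growth factor (0.76 and 1.03), Gmppb, an enzyme that makes GDP-mannose (-1.12 and -1.40), and Mfsd2a, a lipid transporter (-1.22 and -1.49). Over the 17804 probes tested in both comparisons, the log2 fold changes had a Pearson's r of 0.844 across probes, which are not independent replicates, and 76.1% had the same sign. The comparisons share their siFoxE1 extracts, and 50 simulations of unchanged probes with such shared extracts gave r = 0.582, 69.7% of the same sign and 220 probes with an unadjusted p under 0.05 in both, where 1547 were observed. The covariance was 0.0295 against 0.00745 simulated, a difference of 0.0221. The simulated r equals the within-number correlation of the arrays, 0.582, and so only restates it. Real genes moved together between cultures, with an estimated correlation of 0.77 for the ER chaperone list against siScramble. No spread of the simulated values under such correlation is known, so these gaps do not measure how unlikely the observed values are. When different cultures entered each side, r was 0.297 (replicates 1 and 2 vs siScramble with 3 and 4 vs wt) and 0.518 (the reverse). With the same cultures on both sides it was 0.697 (replicates 1 and 2) and 0.876 (replicates 3 and 4). The parts of Datasets S1 and S2 read here hold the first 1998 of 2166 and of 3333 entries. Of the genes whose representative probe is among them, 874 of 878 in Dataset S1 and 827 of 827 in Dataset S2 had the sign found here, and the paper's log2 fold changes had an r of 0.985 and 0.991 with the values found here, across genes. The paper's values come from the same arrays, so this is not independent evidence of a direction.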

Array results of both comparisons are shown in datasets S1 and S2, respectively. Statistically significant probes (p<0.005) from both comparisons are shown in Table S3. Combination of significant results from both comparisons showed 55 differentially deregulated genes, 17 of which were upregulated and 38 were downregulated (Tables 1 and 2). 

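The 55 genes that the study lists as regulated in both comparisons had the study's direction in both when fitted here, 17 above and 38 below 0. The study chose this list on these same samples, so it is not independent evidence of a direction. Over all genes tested, 3 of the 55 passed against siScramble (Cdh1 and Prss8 higher, Ahcy lower) and 1 against wt (Ahcy). Adjusted over the list alone, 17 were higher and 25 lower against siScramble, and 16 higher and 17 lower against wt. With the replicate numbers as a block, 5 passed over all genes against siScramble and 22 against wt. All 10 arrays in one fit without the block gave 1 and 8. Among those higher, S100a4, a calcium-binding protein, had a log2 fold change of 0.99 (adjusted p = 0.0785) against siScramble and 1.49 (adjusted p = 0.19, and 0.0129 with the block) against wt, and Adamts9, a secreted metalloprotease, of 0.95 (adjusted p = 0.0865) and 1.31 (adjusted p = 0.116, and 0.012 with the block). Crip2 had 0.52 and 0.71 (adjusted p = 0.196 and 0.233, the latter 0.0479 with the block), and Duox2, the oxidase that makes hydrogen peroxide for thyroid hormone synthesis, 0.98 and 1.10 (adjusted p = 0.196 and 0.251). Below 0 were Etv5, a transcription factor downstream of ERK (-0.93 and -1.26, adjusted p = 0.224 and 0.233, the latter 0.0445 with the replicate block, and -0.44 and -0.72 at its second probe), Dusp5, a phosphatase of ERK (-0.65 and -0.72, adjusted p = 0.285 and 0.263) and Nr4a2, an immediate early nuclear receptor (-0.64 and -0.74, adjusted p = 0.232 and 0.233, the latter 0.0445 with the block, and -0.39 and -0.45 at its second probe). Against wt and without replicate 3, the adjusted p was 0.00861 for Adamts9, 0.0181 for S100a4 and 0.0479 for Duox2. Against siScramble it was 0.0463 for Adamts9 without replicate 1 and 0.0187 for S100a4 without replicate 2. Tm4sf1, a membrane protein, had -0.68 and -0.79 (adjusted p = 0.223 and 0.287) and Casp4, a caspase, -0.64 and -0.71 (adjusted p = 0.428 and 0.361). The ER genes varied most between cultures among the genes plotted. Hspa5, the ER chaperone BiP, was on average 2.09-fold lower than in siScramble cells (adjusted p = 0.41), but its log2 ratios were -0.42, -0.16, -3.24 and -1.36 for replicates 1 to 4, and its log2 intensity in wt cells was 13.8 in culture 2 and 17.0 in culture 3. Creld2, an ER stress protein, had -1.28 and -1.18 (adjusted p = 0.304 and 0.31), and Derl3, a factor of ER-associated degradation, -1.67 and -2.07 (adjusted p = 0.428 and 0.298, and -1.23 and -1.57 at its second probe). As a group the 55 had an adjusted p = 0.535 and 0.561 from fry, 0.0128 and 0.0462 from camera, and an adjusted p = 0.475 and 0.582 with an estimated correlation. In all, 1 of the 55 passed 0.05 in both comparisons, where the count was 5 with the replicate block, 27 with no dye term, 8 from the 4 individual arrays alone, 54 with one common variance for all probes, and 0 with Feature Extraction's processed signals or a robust intensity trend. Without replicates 1, 2, 3 and 4 in turn it was 0, 4, 3 and 0. The paper, which set out in these experiments to identify putative FoxE1 target genes, considers a gene differentially expressed when its adjusted p lies under 0.005 both against siScramble and against wt cells, and combines the comparisons on that basis.

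**Figure D1:**
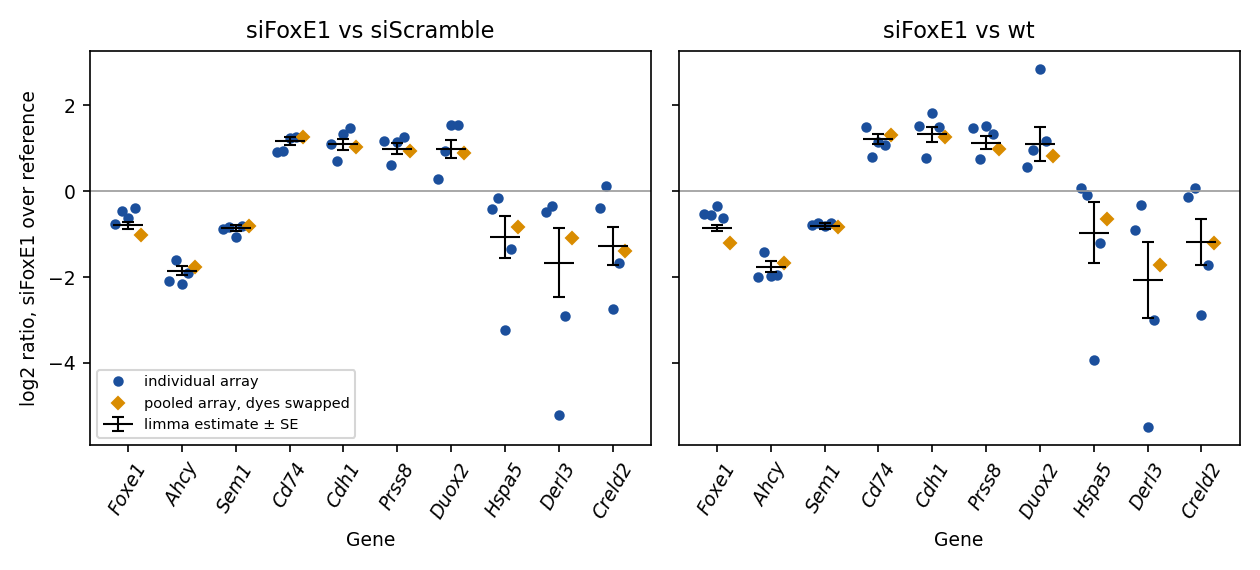
Log2 ratio of siFoxE1 over its reference for 10 genes on each individual array (circles) and on the pooled array with swapped dyes (diamonds), with the limma estimate and its standard error, against siScramble (left) and wt (right). Ahcy lies between -1.41 and -2.17 over all arrays, while Hspa5 reaches -3.24 against siScramble and -3.94 against wt on the array of replicate 3.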

As expected, expression of previously known FoxE1 targets (*Tpo* and *Tg*) was downregulated, in the absence of FoxE1, in both comparisons.

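Tg, the precursor protein of thyroid hormone, did not pass the test in siFoxE1 PCCl3 cells. Its log2 fold change was -0.21 (standard error 0.0693, adjusted p = 0.285 from limma, n = 4 cultures) against siScramble and -0.27 (standard error 0.0659, adjusted p = 0.233) against wt, with the replicate 4 array against siScramble at 0.06 and the pooled arrays at -0.36 and -0.39. Both pooled values lay below the fits, in which the pooled array weighs as much as the 4 individual arrays together. Slc5a5, the iodide symporter Nis, had -0.31 (adjusted p = 0.302) and -0.65 (adjusted p = 0.119). The genes of the other thyroid transcription factors did not pass, Pax8 at 0.20 and 0.33 (adjusted p = 0.541 and 0.401) and Nkx2-1, which encodes Ttf1, at 0.17 and 0.18 (adjusted p = 0.49 and 0.371). Of 19 measured thyroid differentiation genes, Foxe1 fell in each comparison and none rose. Adjusted over the list alone, 4 fell in each, among them Foxe1, Tg and Slc5a5, and 5 rose, among them the iodide and anion transporter gene Slc26a4 (log2 fold change 0.32 and 0.36) and Duoxa2, which matures Duox2 (0.52 and 0.60). The list as a whole did not lean one way, with a mean log2 fold change of 0.08 and 0.11 and an adjusted p = 0.751 and 0.977 from fry, while fry's test for changes in either direction gave an adjusted p = 0.00288 and 0.00271. The list includes Foxe1, the target of the siRNA. Other lists passed this either-direction test too. Among them were the MHC class II genes (0.0152 and 0.0342), the epithelial genes (0.0295 and 0.0342) and, against siScramble, markers of other cell types (9.1e-04). With the replicate block the adjusted p of Slc5a5 against wt was 0.0131. In siScramble vs wt, Slc5a5 had a log2 fold change of -0.35 (unadjusted p = 0.0508 from limma). Part of its value against wt may therefore not come from the silencing of FoxE1.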

**Table 1:** Summary of FoxE1 microarray results in PCCl3 cells.

	siFoxE1 *vs* siScrambl		siFoxE1 *vs* WT		Common
p-value<0.005	Probes	Genes	Probes	Genes	Genes
Total	74	64	211	183	55
Upregulated	24	24	99	87	17
Downregulated	50	40	112	96	38

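At the threshold of 0.005, 2 of 9890 genes passed against siScramble, Cd74 higher and Ahcy lower, and 293 had an unadjusted p under 0.005. Against wt 0 of 10052 genes passed in limma, with 269 at an unadjusted p under 0.005 and 2139 under 0.05. With the replicate block 3 genes passed 0.005 against siScramble, 0 higher and 3 lower, so that Cd74 no longer passed, and 19 passed against wt, 13 higher and 6 lower. Against siScramble the count of 2 was 1 without replicate 2 or replicate 4, and 0 without replicate 1 in limma (2216 probes at an unadjusted p under 0.05). Combined, 0 genes passed 0.005 in both comparisons. At 0.05, Sem1, Foxe1 and Ahcy, that is a proteasome subunit, the silenced gene and an enzyme of the methionine cycle, fell in both, and none rose in both. Independent lists of 8 and 3 lower genes among 9752 would share 0.00246 genes, and simulations of unchanged probes with shared extracts called 0 in both. Neither figure comes with a spread for genes that move together between cultures. The combined count was 2 genes at 0.005 and 24 at 0.05 with the replicate block, 4 and 15 in one fit without it, and 3 and 324 with no dye term. At 0.05 it was 13 without replicate 2, 12 without replicate 3 and 0 without replicate 1 or replicate 4.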

Number of statistically significant probes and genes (p<0.005) after Foxe1 silencing; results are shown for each type of comparison performed, as well as for the combined analysis.

**Table 2:** Description of statistically genes significantly (p<0.005) regulated by FoxE1.

Gene	Status	Selected for validation	Description
***Ahcy***	Downreg.	No	Catalyzes the reversible hydrolysis of S-adenosylhomocysteine (AdoHcy) to adenosine (Ado) and L-homocysteine (Hcy).
***Amigo3***	Downreg.	No	Adhesion molecule with Ig-like domain 3.
***Ankrd37***	Downreg.	No	Ankyrin repeat domain 37, ANKRD37 is a novel HIF-1-target gene.
***Atmin***	Downreg.	No	ATM interactor, an essential cofactor for checkpoint kinase ATM, ATMIN.
***Bet1***	Downreg.	No	This gene encodes a golgi-associated membrane protein that participates in vesicular transport from the endoplasmic reticulum (ER) to the Golgi complex.
***Casp4***	Downreg.	Yes	Caspase 4, apoptosis-related cysteine peptidase; sequential activation of caspases plays a central role in the execution phase of cell apoptosis.
***Coq10b***	Downreg.	No	Coenzyme Q10 homolog B (S. cerevisiae).
***Creld2***	Downreg.	Yes	Cysteine-rich with EGF-like domains 2; the CRELD family has widely diverse biological roles in both developmental events and subsequent cell function.
***Ctgf***	Downreg.	No	The encoded protein plays a role in chondrocyte proliferation and differentiation, cell adhesion in many cell types, and is related to platelet-derived growth factor.
***Ddit3***	Downreg.	No	DNA-damage-inducible transcript 3; the protein is implicated in adipogenesis and erythropoiesis, is activated by endoplasmic reticulum stress, and promotes apoptosis.
***Derl3***	Downreg.	No	Der1-like domain family, member 3: this protein appears to be involved in the degradation of misfolded glycoproteins in the ER.
***Dnajb11***	Downreg.	No	DNAJB11 belongs to the evolutionarily conserved DNAJ/HSP40 family of proteins, which regulate molecular chaperone activity by stimulating ATPase activity.
***Dnajb9***	Downreg.	No	DnaJ (Hsp40) homolog, subfamily B, member 9; this protein is induced by endoplasmic reticulum stress and plays a role in protecting stressed cells from apoptosis.
***Dnajc3***	Downreg.	No	It is a member of the tetratricopeptide repeat family of proteins and acts as an inhibitor of the interferon-induced, dsRNA-activated protein kinase (PKR).
***Dusp5***	Downreg.	Yes	It negatively regulates members of the mitogen-activated protein (MAP) kinase superfamily (MAPK/ERK, SAPK/JNK, p38), which are associated with cellular proliferation and differentiation.
***Engase***	Downreg.	No	Endo-beta-N-acetylglucosaminidase, (ENGase; EC 3.2.1.96) is involved in the processing of free oligosaccharides in the cytosol.
***Ero1lb***	Downreg.	No	ERO1-like beta (S. cerevisiae), endoplasmic oxidoreductin-1-like protein B.
***Etv5***	Downreg.	Yes	Ets variant gene 5; ETV5 belongs to the PEA3 subfamily of Ets transcription factors.
***Ggct***	Downreg.	No	Gamma-glutamylcyclotransferase; the encoded protein may also play a role in cell proliferation, and the expression of this gene is a potential marker for cancer.
***Gmppb***	Downreg.	No	GDP-mannose pyrophosphorylase B; catalyzes the conversion of mannose-1-phosphate and GTP to GDP-mannose, a reaction involved in the production of N-linked oligosaccharides.
***Hsp90b1***	Downreg.	No	Heat shock protein 90 kDa beta (Grp94), member 1; HSP90 proteins have key roles in signal transduction, protein folding, protein degradation, and morphologic evolution.
***Hspa5***	Downreg.	Yes	Heat shock 70 kDa protein 5 (glucose-regulated protein, 78 kDa); as this protein interacts with many ER proteins, it may play a key role in monitoring protein transport through the cell.
***Hyou1***	Downreg.	No	Hypoxia upregulated 1; the protein encoded by this gene belongs to the heat shock protein 70 family. This gene uses alternative transcription start sites.
***Igf2bp2***	Downreg.	No	Insulin-like growth factor 2 mRNA binding protein 2; it functions by binding to the 5′ UTR of the insulin-like growth factor 2 (IGF2) mRNA and regulating IGF2 translation.
***Il23a***	Downreg.	No	Interleukin 23, alpha subunit p19; both IL23 and IL12 can activate the transcription activator STAT4, and stimulate the production of interferon-gamma (IFNG).
***LOC365444***	Downreg.	No	Similar to CGI-09 protein.
***Manf***	Downreg.	No	Mesencephalic astrocyte-derived neurotrophic factor. Reducing expression of this gene increases susceptibility to ER stress-induced death and promotes cell proliferation.
***Mfsd2***	Downreg.	No	Major facilitator superfamily domain containing 2A. Mfsd2a plays a role in adaptive thermogenesis, it is a lung tumor suppressor gene that regulates cell cycle progression and matrix attachment.
***Nr4a2***	Downreg.	Yes	Nuclear receptor subfamily 4, group A, member 2; this gene encodes a member of the steroid-thyroid hormone-retinoid receptor superfamily. The encoded protein may act as a transcription factor.
***Nupr1***	Downreg.	No	Nuclear protein, transcriptional regulator 1. It was originally identified as p8, a member of the family of HMG-I/Y transcription factors induced in response to various cellular stressors.
***Pdia4***	Downreg.	No	Protein disulfide isomerase family A, member 4.
***Riok3***	Downreg.	No	RIO kinase 3 (yeast); the specific function of this gene has not yet been determined.
***Sdf2l1***	Downreg.	No	Stromal cell-derived factor 2-like 1, a component of the endoplasmic reticulum chaperone complex.
***Sec23b***	Downreg.	No	Sec23 homolog B (S. cerevisiae). The protein encoded by this gene is a member of the SEC23 subfamily of the SEC23/SEC24 family, which is involved in vesicle trafficking
***Sel1l***	Downreg.	No	Sel-1 suppressor of lin-12-like is part of a protein complex required for the retrotranslocation or dislocation of misfolded proteins.
***Tm4sf1***	Downreg.	Yes	Transmembrane 4 L six family member 1. The proteins mediate signal transduction events that play a role in the regulation of cell development, activation, growth and motility.
***Tmem66***	Downreg.	No	Transmembrane protein 66.
***Zfand2a***	Downreg.	No	Zinc finger, AN1-type domain 2A.
***Adamts9***	Upreg.	Yes	ADAM metallopeptidase with thrombospondin type 1 motif, 9. Members of the ADAMTS family have been implicated in the cleavage of proteoglycans, organ development, and angiogenesis.
***Bcam***	Upreg.	No	Basal cell adhesion molecule, member of the immunoglobulin superfamily and a receptor for the extracellular matrix protein laminin.
***Cdh1***	Upreg.	Yes	Cadherin 1; the encoded protein is a calcium dependent cell-cell adhesion glycoprotein.
***Crip2***	Upreg.	Yes	Cysteine-rich intestinal protein 2 (CRIP2); acts as a repressor of NF-kappaB-mediated proangiogenic cytokine transcription to suppress tumorigenesis and angiogenesis.
***Duox2***	Upreg.	Yes	It is a glycoprotein and a member of the NADPH oxidase family; the synthesis of thyroid hormone is catalyzed by a protein complex located at the apical membrane of thyroid follicular cells.
***Dynlrb2***	Upreg.	No	Dynein light chain roadblock-type 2
***Elovl2***	Upreg.	No	ELOVL fatty acid elongase 2.
***Fgf18***	Upreg.	No	Fibroblast growth factor 18; involved in a variety of biological processes, including embryonic development, cell growth, morphogenesis, tissue repair, tumor growth, and invasion.
***Folr1***	Upreg.	No	This gene product is a secreted protein that either anchors to membranes via a glycosyl-phosphatidylinositol linkage or exists in a soluble form.
***Krt20***	Upreg.	No	Keratin 20; the keratins are intermediate filament proteins responsible for the structural integrity of epithelial cells and are subdivided into cytokeratins and hair keratins.
***Prima1***	Upreg.	No	Proline-rich membrane anchor 1; the product of this gene functions to organize acetylcholinesterase (AChE) into tetramers, and to anchor AChE at neural cell membranes.
***Prss8***	Upreg.	No	Protease, serine, 8; this gene encodes a trypsinogen, which is a member of the trypsin family of serine proteases.
***Ril***	Upreg.	No	Reversion-induced LIM gene, binds alpha-actinin; may regulate actin stress fiber turnover.
***RT1-Da***	Upreg.	No	MHC class II RT1D alpha chain antigen.
***S100a4***	Upreg.	Yes	S100 calcium binding protein A4; S100 proteins are involved in the regulation of a number of cellular processes such as cell cycle progression and differentiation.
***Slit1***	Upreg.	No	Slit homolog 1; the genes encoding Slits and their Robo receptors are silenced in many types of cancer, including breast, suggesting a role for this signaling pathway in suppressing tumorigenesis.
***Tmem140***	Upreg.	No	Transmembrane protein 140.

Gene ontology (GO) analysis using FatiGO identified common GO terms, including endoplasmic reticulum (ER) overload response (GO:0006983), response to ER stress (GO:0034976), cellular response to glucose starvation (GO:0042149), protein folding (GO:0006457), heat shock protein binding, and oxidoreductase activity acting on sulfur group of donors, disulfide as acceptor (GO:0016671).

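Genes that fold, process and degrade proteins in the ER were on average lower in siFoxE1 PCCl3 cells. Of 34 measured ER chaperone and ER-associated degradation genes, 33 had a log2 fold change below 0 against siScramble and 34 against wt, with means of -0.55 and -0.75. None of them passed limma's test over all genes or when adjusted over the list alone, with 14 and 13 below 0 at an unadjusted p under 0.05. fry gave an adjusted p = 0.299 and 0.344, camera 1.2e-09 and 9.3e-09, and the camera calls were lost at an adjusted p = 0.454 and 0.582 with an estimated correlation. Herpud1, a component of ER-associated degradation, had log2 fold changes of -1.22 and -1.32, Sel1l, its ubiquitin ligase adaptor, -0.82 and -1.33, Hyou1, an ER chaperone, -0.75 and -1.42, and Hsp90b1, the chaperone Grp94, -0.69 and -0.83, with adjusted p from 0.217 to 0.541. The size differed between cultures. The list mean was -0.11, -0.07, -1.34 and -0.93 for replicates 1 to 4 against siScramble and -0.32, -0.07, -1.92 and -1.03 against wt, with -0.48 and -0.66 on the pooled arrays. The level of these genes also differed without silencing, with a mean log2 intensity of 12.85, 10.57, 12.55 and 12.26 in wt cultures 1 to 4. Of 30 measured targets of ATF4 and CHOP, none passed over all genes. Adjusted over the list alone 19 fell against siScramble and 9 against wt, including Atf4 (-0.43 and -0.59), Asns, which makes asparagine (-0.27 and -0.47), and Shmt2, an enzyme of mitochondrial one-carbon metabolism (-0.25 and -0.29), and none rose. Their mean was -0.29 and -0.38, with a fry adjusted p = 0.138 and 0.253 (0.0395 against wt with the replicate block), 1.4e-09 and 2.7e-07 from camera, and an adjusted p = 0.386 and 0.582 with an estimated correlation. Of 29 genes of ER to Golgi transport none passed by either adjustment, among them Sec23b, a COPII coat gene (-0.64 and -1.00), and the SNARE gene Bet1 (-0.58 and -0.81). Their mean was -0.23 and -0.34 (fry adjusted p = 0.263 and 0.344, camera 2.2e-06 and 3.3e-06, and adjusted p = 0.454 and 0.582 with an estimated correlation). Of 27 genes of N-glycosylation none passed over all genes. Over the list alone Alg6 rose and Gfpt1, Engase, Gmppb and Alg12 fell against siScramble, and none changed against wt (mean -0.15 and -0.20, fry adjusted p = 0.206 and 0.344, camera 0.0143 and 0.0559, and adjusted p = 0.387 and 0.582 with an estimated correlation). The 16 measured genes of the cytosolic heat shock response had means of -0.02 and -0.03 (fry adjusted p = 0.95 and 0.9). None passed over all genes, and over the list alone Cryab and Hspb1 rose and Zfand2a fell against siScramble, and Hspb1 rose against wt.

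**Figure D2:**
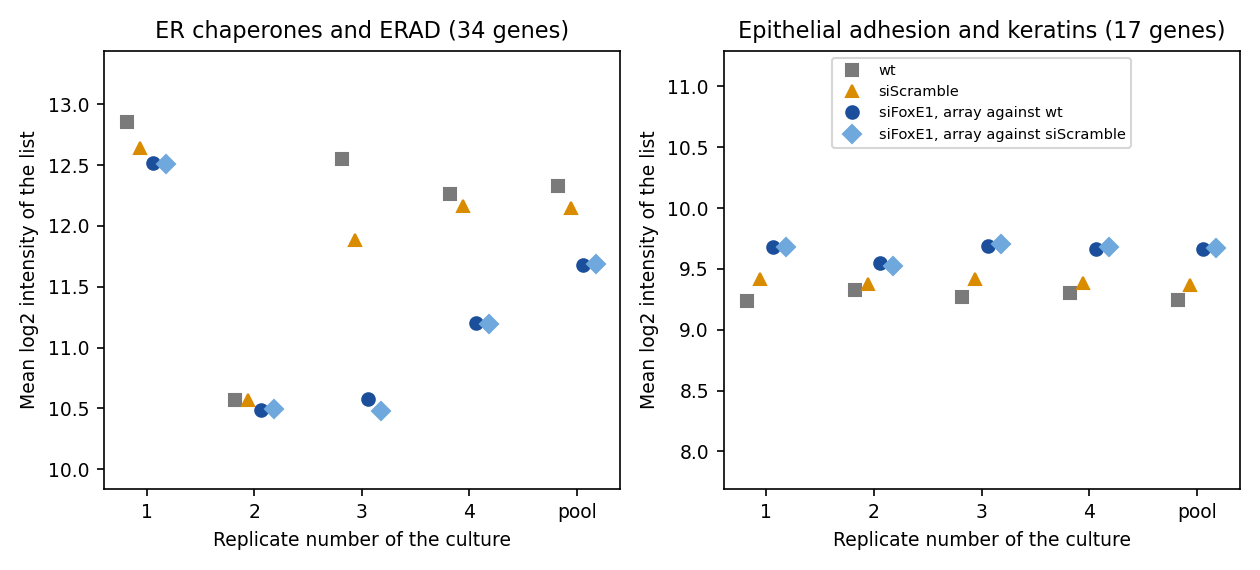
Mean log2 intensity of the ER chaperone and degradation list (left, 34 genes) and of the epithelial adhesion and keratin list (right, 17 genes) per culture number and in the pools, for wt, siScramble and siFoxE1 RNA, the last on both of its arrays. In the ER list siFoxE1 lies at 10.58 against 12.55 in wt for number 3 but at 10.49 against 10.57 for number 2, whereas in the epithelial list siFoxE1 lies above both references for every number.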

### Independent Validation of Genes Regulated by FoxE1 Silencing

We performed validations of microarray data using four independent *FoxE1* silencing experiments, 48 h after siRNA transfection. First of all, we analysed expression levels of FoxE1, in order to check and confirm its inhibition at the mRNA level. We also checked the mRNA expression status of the FoxE1 target genes *Tpo* and *Tg*, as well as mRNA levels of the classical, most representative, thyroid genes: the thyroid iodide symporter gene, *Nis,* and thyroid transcription factors *Pax8* and *Ttf1* (Fig. 2A).

**Figure 2:**
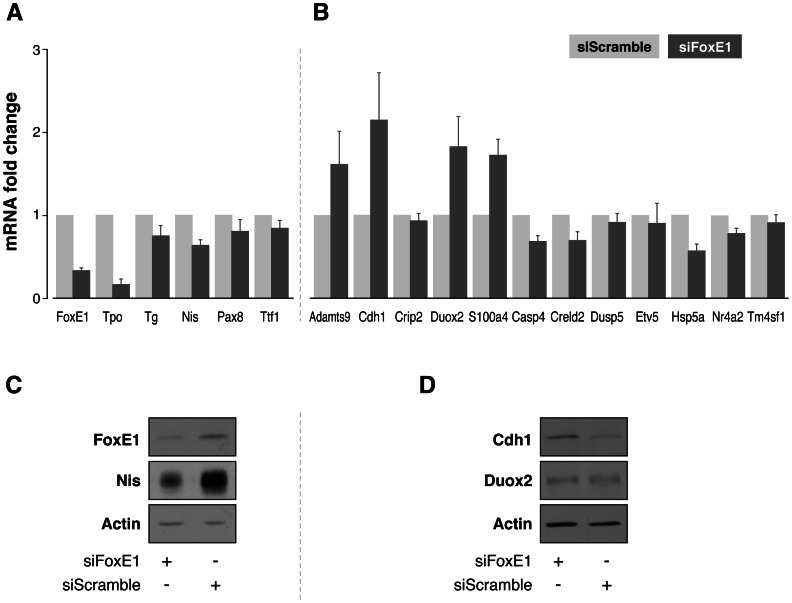
Experimental validation of microarray results by qRT-PCR and western blotting. Relative expression assessed by means of qRT-PCR of 6 thyroid-specific genes (panel A) and 12 additional genes differentially down- and upregulated in FoxE1-silenced PCCl3 cells (panel B). As FoxE1-dependent positive controls, we evaluated Tpo and Tg mRNA expression levels. Relative gene expression in siFoxE1 samples was calculated using the corresponding siScrambl samples as a reference ( = 1). Results are mean ± SEM of four independent experiments. Total protein extracts were prepared and submitted to western blot analysis to assess the protein levels of FoxE1 and Nis (panel C), and of Cdh1 and Duox2 (panel D). Actin was used as loading control. Representative western blot assays of four independent experiments are shown.

Moreover, we validated 12 genes randomly chosen from the list of putative FoxE1 targets, 5 of which were upregulated and 7 of which were downregulated after *FoxE1* silencing (Table 2). Genes selected for this validation included: metallopeptidase *Adamts9*; cadherin 1 (*Cdh1*), a cell-cell adhesion glycoprotein; *Crip2*, a repressor of NF-kappaB; dual oxidase 2 (*Duox2*), a glycoprotein located at the apical membrane of thyroid follicular cells; *S100a4*, a calcium-binding protein; caspase 4 (*Casp4*), an apoptosis-related cysteine peptidase; the cysteine-rich with GF-like domains protein 2, *Creld2*; dual specificity phosphatase 5 (*Dusp5*); transcription factor *Etv5*; 70 kDa heat shock protein 5 (*Hsp5a*); steroid-thyroid hormone-retinoid receptor *Nr4a2*; and transmembrane 4L six family member 1, *Tm4sf1*.

After *FoxE1* silencing, qRT-PCR analysis confirmed downregulation of FoxE1 as well as its previously described target genes *Tpo* and *Tg* [17], [18]. Interestingly, we also observed inhibition of *Nis*, and its mRNA levels were decreased even more than *Tg* mRNA levels (Fig. 2A). We confirmed the microarray data for selected genes (Fig. 2B) with the only exception of the *Crip2* gene, whose qRT-PCR expression levels did not show differences after *FoxE1* silencing. All validation experiments were performed four times, attesting to the robustness of the results.

We confirmed that mRNA levels of *Adamts9*, *Cdh1*, *Duox2* and *S100a4* were upregulated, and those of *Casp4*, *Creld2*, *Dusp5*, *Etv5*, *Hsp5a*, *Nr4a2* and *Tm4sf1* were downregulated when FoxE1 was silenced in thyroid cells.

The protein expression of FoxE1 was analysed in order to check and confirm its inhibition at the protein level. We then checked protein levels of three FoxE1 putative target genes, *Nis*, *Duox2* and *Cdh1* (Figs 2C and 2D). After *FoxE1* silencing, Duox2 protein levels did not change, but we confirmed inhibition of Nis expression and overexpression of Cdh1, at protein level.

### Identification and Functional Analysis of Direct FoxE1 Targets

With the aim of investigating new direct FoxE1 targets, first we searched for the specific FoxE1 core binding sequence, AAACA, in promoter regions of putative FoxE1 regulated genes (+/−1000 pb). However, AAACA is a short sequence that can be easily found at random in the genome. We therefore performed an automatic search in the promoter sequences for FoxE1 binding sites in close proximity (5–30 bp) to the NF1/CTF binding motif, [5′-TTGG-(5–30)bp-ACAAA-3′], as previously described for FoxE1 binding to the *Tpo* promoter [21] and for other forkhead family members [34].

FoxE1-NF1/CTF binding sequences were present in promoter regions of 26 out of 55 differentially FoxE1-regulated genes. Results are summarized in Table 3. Considering their previously described function in thyroid biology, we selected three of these genes: *Duox2*, *Cdh1* and *Nr4a2* for performing ChIP *in vivo* analysis of FoxE1 binding to their promoters.

**Table 3:** Summary of FoxE1- NF1/CTF binding motif search.

Gene	Status	X bp	Strand	Sequence	% Sequence in orthologous	Average X bp in orthologous	Min Xbp	Max Xbp
***Tm4sf1***	Downreg.	29	−1	GGA**TGTTT**-CTCACATCCTACTACAGGGTTTCGTTGTC-**CCAA**GGA	70.6	23.5	6	29
***Etv5***	Downreg.	29	1	TGA**TTGG**-TCAATGGCGCCCAACGCATAAATTATGTA-**AAACA**GAC	50.0	20.3	11	29
***Hspa5***	Downreg.	10	1	GAC**TTGG**-CAGAAAAGAA-**AAACA**CTG	41.8	11.7	8	20
***Casp4***	Downreg.	8	−1	TTG**TGTTT**-GCTTGTTC-**CCAA**GAG	41.4	20.3	8	29
***RT1-Da***	Upreg.	11	−1	GTG**TGTTT**-TACCAACATTT-**CCAA**ACT	39.7	19.4	5	30
***Sel1l***	Downreg.	11	1	GGT**TTGG**-GAGAGCTGTTG-**AAACA**TTT	38.6	13.6	5	29
***Ero1lb***	Downreg.	18	−1	GAG**TGTTT**-TCACTACATGCTAGAAAG-CCAAGGC	35.6	18.2	6	29
***Elovl2***	Upreg.	26	−1	GTC**TGTTT**-AGACTGAATATTAGTGCTCACATGCT-**CCAA**GTG	35.4	15.1	7	26
***Nr4a2***	Downreg.	22	1	CTT**TTGG**-AATATCCGGGAGTGTAGACCCT-**AAACA**GCT	31.6	22.8	6	30
***Dnajb9***	Downreg.	18	1	TTT**TTGG**-CCTCAGTTTTCGTAGGAG-**AAACA**GGG	31.5	16.6	5	29
***Manf***	Downreg.	24	1	AGA**TTGG**-TTCGTCAATTCACGTGGTAGTTCA-**AAACA**AGA	31.4	15.9	5	30
***RT1-Da***	Upreg.	29	1	GCT**TTGG**-GGCTCAGTTTATTTTCCAGTGTCCTCAGA-**AAACA**GCA	29.3	17.5	7	30
***Bet1***	Downreg.	16	1	TAA**TTGG**-ACCCCATGCTCCACCC-**AAACA**AGT	28.1	15.4	5	30
***Dynlrb2***	Upreg.	12	1	GGG**TTGG**-GGGGTGAGCAAC-**AAACA**AAG	27.5	19.6	9	26
***Duox2***	Upreg.	26	1	TTC**TTGG**-AGCCCCGGGCAGGGAGCGGAGAAGAG-**AAACA**AAA	26.6	19.8	7	28
***Crip***	Upreg.	27	1	GCC**TTGG**-CACCCCTCCCATGACCATGGCAACAGG-**AAACA**ACA	25.7	22.7	6	30
***Hsp90b1***	Downreg.	30	−1	CCC**TGTTT**-GCATTCCGACCTGTGATAGTTAAGCGAGGC-**CCAA**GTT	25.4	22.1	7	30
***Dnajc3***	Downreg.	21	1	ATC**TTGG**-GTGTCAGAGCGGGGAGGAGTT-**AAACA**TGG	24.1	19.6	7	29
***Sec23b***	Downreg.	6	1	TTT**TTGG**-ATGTCT-**AAACA**TGT	23.6	17.4	6	28
***Engase***	Downreg.	24	1	TGC**TTGG**-GGCCTCATAAAGCTCAAAGCCTGT-**AAACA**GTA	22.9	16.4	5	29
***Cdh1***	Upreg.	10	1	TAC**TTGG**-GCTGGAAAAC-**AAACA**AAA	22.2	13.4	5	29
***Slit1***	Upreg.	28	−1	GAG**TGTTT**-CTTAATTTTTCATCTATAACTACTTAGC-**CCAA**CTA	21.4	18.6	9	28
***Tmem140***	Upreg.	23	−1	TAG**TGTTT**-CTGGGAGCTGTCTACAGTCTTTC-**CCAA**GCT	21.1	15.8	6	26
***Creld2***	Downreg.	28	−1	AAG**TGTTT**-ATCTGATGTAATGAGGCCTACTTGTAAA-**CCAA**AGA	18.5	21.6	10	30
***Duox2***	Upreg.	27	−1	CGG**TGTTT**-ATCAGGCTCTGCAGGAGCCGCTACTCC-**CCAA**CGC	17.9	22.9	12	28
***Hyou1***	Downreg.	23	−1	AGG**TGTTT**-GACAGGTACAGTGCTGTGGTGTG-**CCAA**TTA	17.9	16.4	5	28
***Ctgf***	Downreg.	11	1	TTC**TTGG**-TGTTGTGCTGG-**AAACA**CAA	16.7	14.3	5	27
***Slit1***	Upreg.	23	1	ATC**TTGG**-AGGGTCATGATGGGGATGATAGG-**AAACA**AAG	15.9	15.9	5	26
***Tmem140***	Upreg.	29	1	GCT**TTGG**-GACACATTGTTCTTCAGAAGGAGGCAGAC-**AAACA**AAA	15.6	23.5	11	29
***Ankrd37***	Downreg.	30	1	CAG**TTGG**-TATAAAGAGCCATGTAAGAATTTCCAGGAA-**AAACA**TAC	15.0	21.3	7	30

Genes statistically significantly regulated by FoxE1, showing FoxE1-NF1/CTF binding motifs in their promoter regions (+/−1000 pb). Status of their expression in the absence of FoxE1, sequence in their promoter regions containing the FoxE1-NF1/CTF motif, and base pair distance between NF1/CTF and FoxE1 motifs are detailed. Information regarding the presence of these motifs in their orthologous sequence is shown.

We also wanted to study in more detail the role of FoxE1 in Nis regulation (Fig. 2A). As we detected that Nis mRNA levels were even more strongly reduced than Tg mRNA levels, we tried to find FoxE1-NF1/CTF binding sequences in both the Nis proximal promoter (+/−1000 pb) and in the Nis upstream enhancer element (NUE ) localised between –2495 and –2264 bp [35]. A FoxE1-NF1/CTF binding sequence was detected in the NUE, close to a previously described Pax8 binding sequence [35] (Fig. 3A), but not in the proximal Nis promoter.

**Figure 3:**
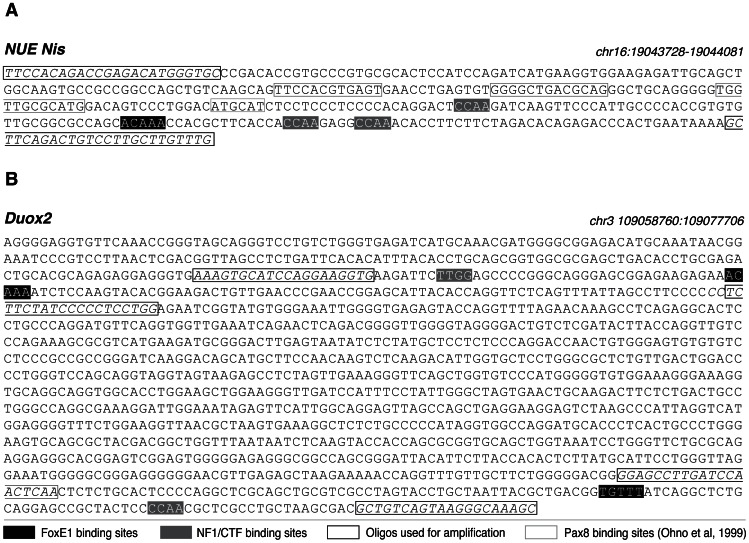
Putative FoxE1-NF1/CTF binding sites in the *Duox2* gene and in the NUE. Chromosomal location of putative FoxE1 and NF1/CTF binding motifs in the Nis upstream enhancer (panel A) and the *Duox2* gene (panel B). Oligos used and exons are represented in italics.

In order to analyse *in vivo* FoxE1 binding to *Duox2*, *Cdh1*, *Nr4a2* and *Nis* promoter sequences, we performed chromatin immunoprecipitation (ChIP) using a polyclonal antibody against FoxE1. We analysed immunoprecipitated DNA of two independent experiments using qPCR. Results of IP ratios normalized to the *Afm* negative control are shown in Fig. 4. The same results were obtained when we used *Gad1* as a negative control (data not shown). Previously described FoxE1 binding sequences in the *Tg* and *Tpo* promoters were used as positive controls.

**Figure 4:**
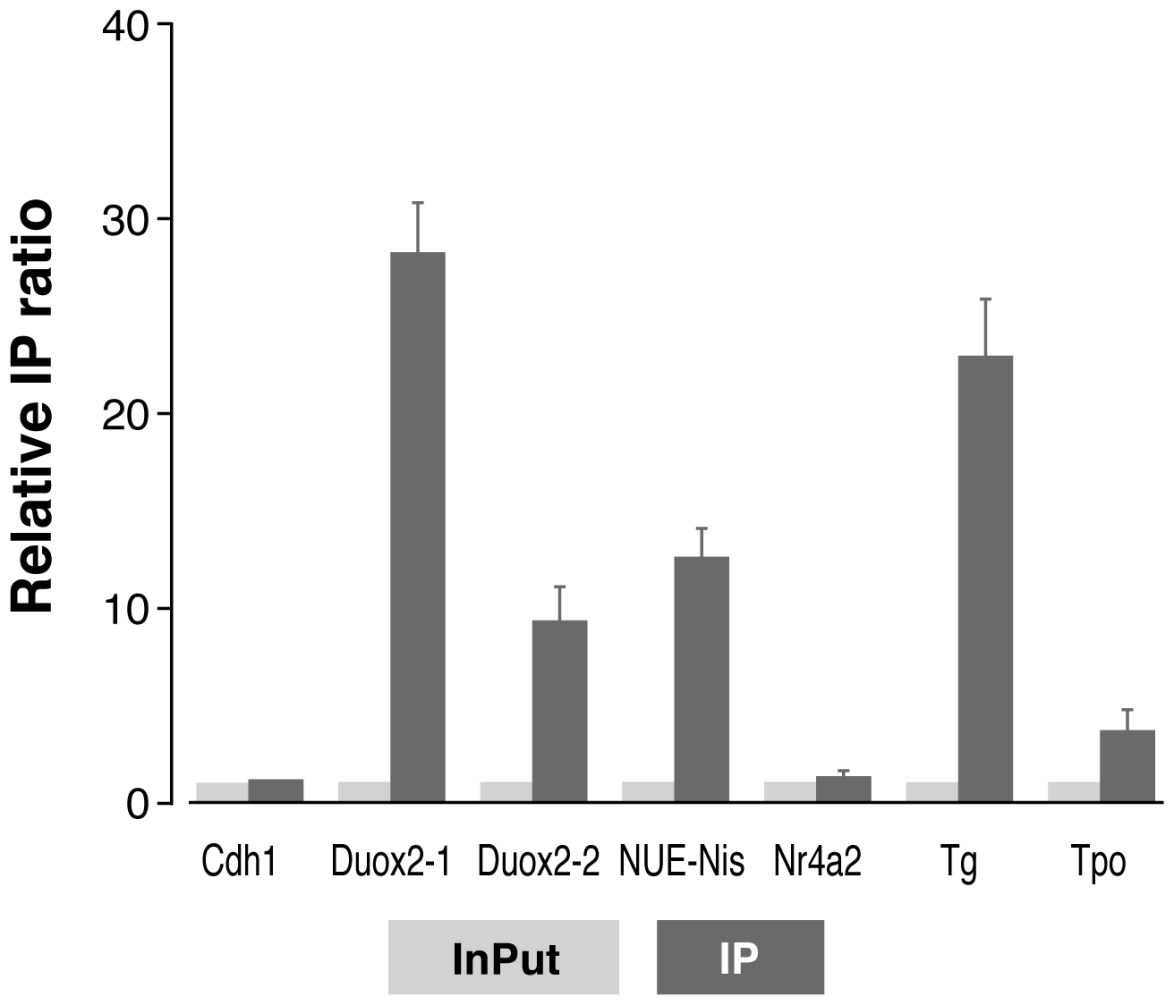
ChIP experiments for FoxE1 binding to selected genes. qPCR analysis of chromatin immunoprecipitation performed on PCCl3 cells with FoxE1 antibody. The enrichment of target sequences was calculated as the IP ratio (arbitrary units) relative to the negative control Afm, and normalized to their relative amplification in the input sample. Sequences from the Tg and Tpo promoters were used as positive controls. Two regulatory regions were analysed in the *Duox2* promoter (called Duox2-1 and Duox2-2). Results are mean ± SEM of two independent experiments, each performed in triplicate.

The FoxE1 antibody precipitated FoxE1 target sequences in the *Tg* and *Tpo* promoters with relative immunoprecipitation (IP) ratios of 22.8 and 3.6, respectively. We found binding of FoxE1 to chromatin regions containing the *Nis* upstream enhancer element (relative IP ratio: 12.6). We also observed positive FoxE1 binding to two DNA sites located in the *Duox2* gene; one in the promoter sequence at −351 bp (relative IP ratio: 28.1) and the other in the third exon at +696 bp (relative IP ratio: 9.3) (Figs 3 and 4). We did not detect direct FoxE1 interactions with either *Cdh1* or *Nr4a2*.

In order to better understand whether FoxE1 and NF1/CTF are bound together on the *Nis* and *Duox2* promoter regions, we performed ChIP assays using a polyclonal antibody against NF1. Next, we also performed ReChIP experiments with FoxE and NF1 antibodies. We quantified immunoprecipitated DNA regions using qPCR. The previously described FoxE1 binding sequence in the *Tg* promoter was used as positive control.

In our experimental conditions, we did not observe *in vivo* NF1/CTF binding to either of the two putative FoxE1 binding sequences in *Duox2* (data not shown). Nevertheless, we detected positive binding of NF1/CTF to the NUE. Moreover, we observed simultaneous FoxE1 and NF1/CTF binding to the NUE region. Results of IP ratios normalised to the *Afm* negative control are shown in Fig. 5A. Similar results were obtained when *Gad1* was used as a negative control (data not shown).

**Figure 5:**
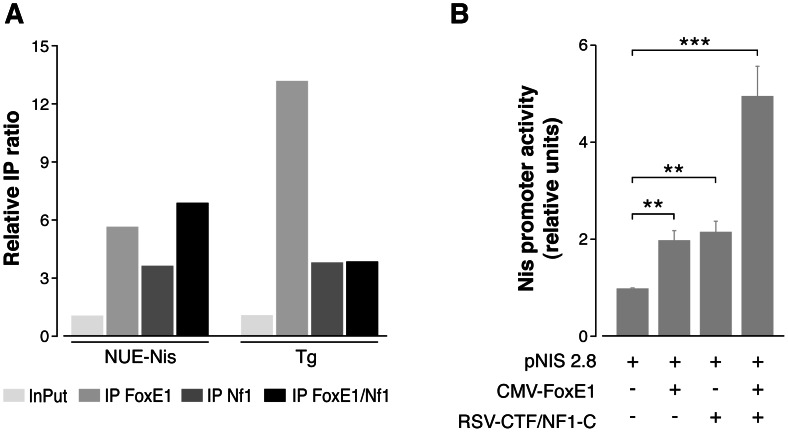
FoxE1 and NF1/CTF binding to and transcriptional activation of the NUE. A ReChIP assay was used to analyse simultaneous binding of FoxE1 and NF1/CTF proteins to the NUE (panel A). qPCR was done to analyse chromatin immunoprecipitates of PCCl3 cells using FoxE1 and NF1 antibodies. The enrichment of target sequences was calculated as the IP ratio (arbitrary units) relative to the negative control Afm, and normalized to their relative amplification in the input sample. A sequence from the Tg promoter was used as positive control. HeLa cells were transfected with 1 µg of a FoxE1 or NF1/CTF expression vector or the empty vector, and 1.5 µg and 0.1 µg of pNIS 2.8-Luc and CMV-*Renilla* constructs respectively (panel B). Forty-eight hours after transfection, cells were collected for the measurement of luciferase and *renilla* levels. Results are shown as the mean±SD of the luciferase levels relative to the non-regulated *renilla* levels of six independent experiments. (*): p<0.05; (**): p<0.01; (***): p<0.001; two tailed t-test.

As we wanted to study in depth the role of FoxE1 and NF1/CTF in Nis regulation, we cotransfected HeLa cells with FoxE1 and NF1/CTF expression vectors, together with a luciferase expression vector containing the NUE. Forty-eight hours later, cells were lysed and luciferase levels were measured. The results showed a significant 2-fold increase in the activity of NUE when FoxE1 or NF1/CTF were expressed individually in HeLa cells; thus, the effect was additive when both transcription factors were transfected together (Fig. 5B).

In summary, we present the first description of specific *in vivo* FoxE1 binding to regulatory regions of two relevant thyroid genes, *Nis* and *Duox2.* These FoxE1 core binding sequences are located close to a NF1/CTF transcription factor binding site. Moreover, we demonstrate that FoxE1 and NF1/CTF are simultaneously bound to the Nis upstream enhancer and that they cooperate in the regulation of NIS-promoter activity.

## Discussion

FoxE1 is a forkhead transcription factor essential for thyroid differentiation and function. In humans, *FOXE1* mutations cause the Bamforth–Lazarus syndrome (OMIM 241850) [9], [10]. In spite of this, FoxE1 expression levels seem to be unaltered in human tumours. As reflected in the Gene Expression Omnibus database, *FOXE1* variations have been associated with susceptibility to several types of cancer [11], [12], [13], including papillary thyroid cancer [14], [15], [16]. FoxE1 recognizes and binds to the *Tg* and *Tpo* promoters. However, little is known about other downstream targets of FoxE1 that could explain the phenotypes observed in humans carrying variations in *FoxE1*. Only two studies reporting novel genes regulated by FoxE1 have been published until now [22], [23], but both were done in a heterologous system overexpressing FoxE1. Our goal was to find new potential downstream mediators of FoxE1 function *in vivo*, but importantly, instead of a heterologous system we used a thyroid cell line. Results obtained by performing a genome-wide approach followed by chromatin immunoprecipitation analysis, led us to the identification of direct FoxE1 target genes in thyroid cells.

In this study, we found 54 putative novel FoxE1 target genes. We obtained a very restrictive list of significantly regulated genes, based on overlapping expression array data of two comparisons. This restrictive list did not allow us to obtain relevant information about main pathways affected by FoxE1 action. We identified and validated eleven genes regulated by FoxE1; four of them (*Adamts9*, *Cdh1*, *Duox2* and *S100a4*) showed an increased expression, whereas the remaining seven genes (*Casp4*, *Creld2*, *Dusp5*, *Etv5*, *Hsp5a*, *Nr4a2* and *Tm4sf1*) showed decreased mRNA levels when FoxE1 is silenced. Moreover, we have not ruled out that the other 43 statistically significant genes are true FoxE1 targets, and in future studies we will take advantage of these additional array results.

In order to identify genes directly regulated by FoxE1, we performed an *in silico* search of the FoxE1 binding motif in the promoter regions of 54 statistically significant genes. As the FoxE1 core binding sequence is very short, only five nucleotides, we were forced to perform a more restrictive search including the NF1/CTF binding sequence, as previously described for the *Tpo* promoter [21] and for other forkhead factors in the serum albumin gene promoter [34]. It has been proposed that the conserved interaction between NF1/CTF and forkhead proteins could reflect a general mechanism of action of both families of transcription factors. The NF1/CTF-binding site is masked inside the nucleosomal structure; binding of forkhead proteins to their cognate sites opens this structure and makes the NF1/CTF site accessible to exert its transactivation effect. The ability of the forkhead domain to induce DNA bending [36] would promote contact with NF1/CTF factors. It has been hypothesised that this interaction may play an important role in cell type-specific transcription and might be a widespread phenomenon [21].

*Duox2* codes for the enzyme that catalyzes H_2_O_2_ production in the thyroid gland [37], [38], [39]. *Duox2* expression is found in the thyrocyte more abundantly than in several other cell types [40]. In humans, mutations in the corresponding gene are associated with congenital hypothyroidism [41], [42]. *Duox2* regulation by the classical thyroid transcription factors Pax8 and Ttf1 has been studied in depth, however, two main studies reported controversial results [40], [43]. Nevertheless, until now there were no indications in the literature of a role of FoxE1 in Duox2 regulation.

In the present work we demonstrate that FoxE1 interacts *in vivo* with two DNA regions located in *Duox2*. We observed FoxE1 binding to the promoter region at −351 bp and to a second regulatory region located in exon 3 at +696 bp (Figs 3 and 4). However *Duox2* did not seem to be regulated by FoxE1 at the protein level, indicating the involvement of strong post-transcriptional regulatory mechanisms. Since *Duox2* mRNA expression increases when FoxE1 is silenced and since FoxE1 binds directly to two *Duox2* regulatory regions, we can hypothesise that FoxE1 is acting as a transcriptional repressor of *Duox2.*

The repressor function of FoxE1 has been previously reported. FoxE1 represses the transcriptional activity of Ttf1 and Pax8 during thyroid development through its C-terminal region, which contains an alanine-rich domain [3], [19]. FoxE1 also inhibits estrogen receptor α transactivation through this domain [44]. In line with our hypothesis, a direct repression function that may require both target DNA binding and dimerization domains [45] has been demonstrated for other forkhead family members such as FoxP.

FoxE1 binding domains in *Duox2* regulatory regions are localised at 26 and 27 bp from the NF1/CTF binding motif (Table 3). Nevertheless, in our experimental conditions, we were not able to detect direct *in vivo* binding of NF1/CTF to either of the two FoxE1 core sequences in *Duox2*. Thus, the exact FoxE1-mediated repression mechanism of *Duox2* expression remains to be elucidated.

Cdh1 belongs to a superfamily of glycoproteins that mediate calcium-dependent cell-cell adhesion. Cdh1 is highly expressed in the normal thyroid gland and its expression leads to aggregation of thyrocytes [46]. Moreover, thyroid-stimulating hormone (TSH) in dog and human thyroid cell cultures regulates *Cdh1* transcription [47], suggesting a relationship between *Cdh1* expression and thyroid differentiation. *FoxE1* expression itself is under TSH control [48]. Therefore it seems plausible that TSH, via FoxE1 and other players, might regulate expression levels of Cdh1. In fact, we observed an increased Cdh1 mRNA and protein expression when FoxE1 was silenced; nevertheless, we were not able to detect a direct interaction between FoxE1 and Cdh1.

Nr4a2 is a transcription factor that belongs to the steroid-thyroid hormone-retinoid receptor superfamily. In addition, Nr4a2 is a member of the NR4A subfamily of nuclear orphan receptors that function as ligand-independent early response genes involved in proliferation, apoptosis, and inflammation [49]. Nr4a2 cooperates with another member of the forkhead protein family, FoxA2, during dopamine neuron differentiation [50] and Nr4a2 overexpression enhances migration of mesenchymal stromal cells [49]. Our data reveals a downregulation of *Nr4a2* expression when FoxE1 is absent, but, in our experiments, FoxE1 did not directly bind to its promoter.

Further studies will be done to analyse in depth the apparently indirect regulation by FoxE1 of *Nr4a2* and *Cdh1* and its implication in cellular migration and/or thyroid differentiation.

Surprisingly, in the absence of FoxE, we observed both reduced *Nis* mRNA levels and reduced Nis protein levels (Fig. 2A and C). We found one FoxE1 core binding sequence and three NF1/CTF motifs in the NUE (Fig. 3A). NUE stimulates transcription in a thyroid-specific, cAMP-dependent manner and involves the most relevant aspect of *Nis* regulation. NUE contains Ttf1 binding sites that have no known effect on *Nis* transcription, Pax8 binding sites, and a degenerate cAMP responsive element sequence [35]. In their original study, Ohno *et al.* performed DNase I footprinting analysis of the NUE, but no footprints were detected when FoxE1 was used [35]. The first and foremost possibility that might explain the apparent discrepancy with our results is that Ohno *et al.* did *in vitro* experiments. In a later study, Li et al. suggested that FoxE1 participates in a human NIS repressor complex, together with PARP-1 [51]. Our study clearly demonstrates a direct *in vivo* interaction of FoxE1 with the NUE and a modification of *Nis* transcriptional activity in the absence of FoxE1. In addition, we observed direct NF1/CTF binding to the NUE, and we also demonstrated that FoxE1 and NF1/CTF are bound together on the NUE region. Binding of both transcription factors together resulted in an increased transcriptional activity of the NUE, confirming their cooperation in Nis regulation (Fig. 5).

Our work emphasizes the idea of a cross-talk of thyroid transcription factors during the process of transcriptional regulation, controlling key cellular processes for thyrocyte biology, with different roles of several players of this complex regulatory system that are still emerging.

On the one hand, a master thyroid gene, *Nis*, contains in its NUE binding sequences for Pax8, Ttf-1 and FoxE1-NF1/CTF that appear to be linked in a complex network of reciprocal regulatory interactions. On the other hand, another of the best candidate genes in our genome-wide study is the thyroid gene *Duox2*; thus, evidence is accumulating regarding the existence of a regulatory network in the thyroid involving FoxE1.

Finally, our study points out the importance of cooperating transcription factors and the usefulness of previously used tools, especially the *in silico* search of transcription factor binding sequences. Core sequences are necessary but not sufficient, and flanking sequences determine transcription factor binding specificity [23], [48]. The use of the FoxE1-NF1/CTF binding motif [21] led us to obtain a workable restrictive list of potential direct FoxE1 targets. Moreover, this opens a window to further investigating the cooperative function of FoxE1 and NF1/CTF in transcriptional regulation of our candidate genes, as we demonstrated to occur for Nis expression.

In search of potential downstream mediators of FoxE1 function, we identified *Nis* and *Duox2* as novel direct FoxE1 target genes. To our knowledge, this is the first evidence regarding the implication of *Nis* and *Duox2* in executing the transcriptional programme triggered by FoxE1. Both are pivotal proteins required for thyroid gland differentiation and function.

Although mainly acting as a regulator of the expression of the thyroid genes *Tg*, *Tpo*, *Nis* and *Duox2*, FoxE1 may also act in thyroid cells as a transcriptional regulator of many other candidate genes, some of which are suggested in the present study.

## Supporting Information

Table S1 **Oligonucleotides used for experimental validation of expression array data.**
(DOC) Click here for additional data file.

Table S2 **Oligonucleotides used for ChIP analysis.**
(DOC) Click here for additional data file.

Table S3 **Statistically significant probes (p<0.005) common to both comparisons (siFoxE1 PCCl3 vs siScrambl PCCl3, and siFoxE1 PCCl3 vs wt PCCl3).**
(DOC) Click here for additional data file.

Dataset S1 **Microarray results for siFoxE1 PCCl3 vs siScramble PCCl3 comparison.**
(XLS) Click here for additional data file.

Dataset S2 **Microarray results for siFoxE1 PCCl3 vs wt PCCl3 comparison.**
(XLS) Click here for additional data file.

# Supplementary material for: New Insights into FoxE1 Functions: Identification of Direct FoxE1 Targets in Thyroid Cells
**Source:** PLoS One. 2013 May 13;8(5):e62849. doi: 10.1371/journal.pone.0062849
**Supplement:** Table S1 — Oligonucleotides used for experimental validation of expression array data.

**Table S1.**

| **Thyroid-specific Genes** | |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| **Primer Name** | **Array Status** | **Orientation** | **Sequence** |  |  |
| ***FoxE1*** | Downreg. | Forward | TCATCACCGAGCGCTTCCCGTT | | |
|  |  | Reverse | GCGGCTGCATCGTGCATGTA | | |
| ***Tpo*** | Downreg. | Forward | ATTGCACCAGATCATCACCA | | |
|  |  | Reverse | CCAAACCACCTTCCTGGATA | | |
| ***Tg*** | Downreg. | Forward | CAGGAAGGCTCTGCTTATGG | | |
|  |  | Reverse | CAGGAGCTTGGTCTGAGCTT | | |
| ***Nis*** | Downreg. | Forward | TGGACTTTGACCCTGATCCT | | |
|  |  | Reverse | ACAAGCAGCGGCATGTACT | | |
| ***Pax8*** |  | Forward | GGACAGTTGTCGACTGAGCA | | |
|  |  | Reverse | GAATGAGGATCTGCCACCAC | | |
| ***Ttf1*** |  | Forward | CAGGCCCGTCCCACCGAGAA | | |
|  |  | Reverse | TTGTGGTGGCCGCCCTTTCC | | |
| **Additional Genes** |  |  |  |  |  |
| **Primer Name** | **Array Status** | **Orientation** | **Sequence** |  |  |
| ***Adamts9*** | Upreg. | Forward | GAGCCGACGGGATGACTGCC | | |
|  |  | Reverse | CCCCAGCGGTGGCAAAAGGA | | |
| ***Casp4*** | Downreg. | Forward | TGGTGGTGAAAGAGGAGCTT | | |
|  |  | Reverse | GCACATCTGGAGTTGCTTCA | | |
| ***Cdh1*** | Upreg. | Forward | GTTTGCTCGGCGTTTGCCCG | | |
|  |  | Reverse | ACAAAGCCACGAGGAGACCTGC | | |
| ***Creld2*** | Downreg. | Forward | ACAAGTTCAACCAGGGGATG | | |
|  |  | Reverse | TTCCTGCTGCTCCAAGAGTT | | |
| ***Crip2*** | Upreg. | Forward | CCTCCAAGTGTCCCAAGTGT | | |
|  |  | Reverse | CGGAGGCTTCTCGTAGATGT | | |
| ***Duox2*** | Upreg. | Forward | CATGCTGCGCGACCACGACA | | |
|  |  | Reverse | TACAGCCGGGGAGAGGGAGC | | |
| ***Dusp5*** | Downreg. | Forward | CAGCCAGTGCGGAAAGCCCAT | | |
|  |  | Reverse | GCTAATGTCGGCGGTGTGGCT | | |
| ***Etv5*** | Downreg. | Forward | ACCACCCCCAAGGAACTACTCCA | | |
|  |  | Reverse | GGGCTGTGCAGCTCCCGTTT | | |
| ***Hspa5*** | Downreg. | Forward | TGCAGCAGGACATCAAGTTC | | |
|  |  | Reverse | CTGCATGGGTGACCTTCTTT | | |
| ***Nr4a2*** | Downreg. | Forward | ACGCGGCCTGTCAGCATTACG | | |
|  |  | Reverse | GGTAGACGACCTCTCCGGCCT | | |
| ***S100a4*** | Upreg. | Forward | GGGGAGAAGGACAGACGAA | | |
|  |  | Reverse | GCAGGACAGGAAGACACAG | | |
| ***Tm4sf1*** | Downreg. | Forward | CTACCGAGGGCCACCTCAGCC | | |
|  |  | Reverse | ACAAAAACGCCGGCAGGAGC | | |
| ***GusB*** | Reference | Forward | CATGACGAACCAGTCACCAC | | |
|  |  | Reverse | ACGGTCTGCTTCCCATACAC | | |
|  |  |  |  |  |  |

# Supplementary material for: New Insights into FoxE1 Functions: Identification of Direct FoxE1 Targets in Thyroid Cells
**Source:** PLoS One. 2013 May 13;8(5):e62849. doi: 10.1371/journal.pone.0062849
**Supplement:** Table S2 — Oligonucleotides used for ChIP analysis.

**Table S2.**

|  |  |  |
| --- | --- | --- |
| **Primer Name** | **Orientation** | **Sequence** |
| ***Cdh1*** | Forward | TGAAACAAGAGGATGGCTGA |
|  | Reverse | GGGAGGCATATACTCGCAAA |
| ***Duox2_1*** | Forward | AAAGTGCATCCAGGAAGGTG |
|  | Reverse | CAGGAGGGGGATAGAAGAGG |
| ***Duox2_2*** | Forward | GGAGCCTTGATCCAACTCAA |
|  | Reverse | GCTTTGCCCTTACTGACAGC |
| ***Nr4a2*** | Forward | CCCTGAGCTTCAACGAAGAC |
|  | Reverse | TGAAGGAAAGAAAGGGCTGA |
|  | Reverse | AGAGGCAAACAAGCAAGGACAGTCTGAAGC |
| ***Afm*** | Forward | ACCTGACAGCGAACACTGCTG |
|  | Reverse | TTCCAAACCGTTCCTGTGCAT |
| ***Gad1*** | Forward | GCCAGCACAGCCTTCCCGAAT |
|  | Reverse | GTGCGGTCCATGGGGACAACC |
| ***Tpo*** | Forward | AGCAAGGACACACAAGCACTT |
|  | Reverse | CTCCACTGAAGAAGCAGGCTG |
| ***Tg*** | Forward | TGTCCTGGAGTGGTCACCCTA |
|  | Reverse | CCAGTGTCCCATCTGAGT |
|  |  |  |

# Supplementary material for: New Insights into FoxE1 Functions: Identification of Direct FoxE1 Targets in Thyroid Cells
**Source:** PLoS One. 2013 May 13;8(5):e62849. doi: 10.1371/journal.pone.0062849
**Supplement:** Table S3 — Statistically significant probes (p<0.005) common to both comparisons (siFoxE1 PCCl3 vs siScrambl PCCl3, and siFoxE1 PCCl3 vs wt PCCl3).

**Table S3.**

How the deposited data were processed for this re-analysis (not part of the article)

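Gene expression was measured on 10 Agilent rat arrays in PCCl3 thyroid cells 48 h after transfection with 25 nM siRNA. Each of 2 comparisons, siFoxE1 vs siScramble and siFoxE1 vs wt, had 4 individual arrays and 1 pooled array with swapped dyes. The authors scanned the arrays and quantified them with Feature Extraction 10.7.3.1. The spot intensities in the authors' files were made by that software from the scanned images before deposition. These files give median spot and background brightness per dye, background-subtracted and dye-normalized processed signals, the log10 ratio of red over green, and quality marks per spot. The log10 ratios were computed by the authors' software from the background-subtracted and dye-normalized signals before deposition. A separate table of the authors gives normalized log2 ratios per array, made by loess and quantile normalization, with the submitters' notes naming limma 3.2.3. Its pooled columns are already turned to siFoxE1 over reference, as seen from correlations of -0.704 and -0.657 with the red over green ratio.

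The main analysis started from the median spot signals, because mean signals, which the plan named, were not among the columns read. Control spots and spots marked as outliers, 1.25 to 1.60% per array, were left out. Signals were corrected by normexp with an offset of 50, normalized by loess within and quantiles between arrays, averaged over spots of one probe and tested in limma 3.58.1 under R 4.3.3 with data.table 1.17.8. Each comparison was fitted on its own 5 arrays with a dye term, which leaves 3 residual degrees of freedom, and variances were moderated by eBayes. A probe was tested when well above background on at least 3 of the 5 arrays in one channel. Of 30367 probes, 17998 were named through their transcript accession, 201 through the study's own tables and 12168 had no gene name, which gave 15324 genes. Positions in the genome are not given, because probes were matched to genes by name only. A gene was represented by its brightest tested probe. Adjusted p values are Benjamini-Hochberg values over all probes tested. The text writes rose or fell for an adjusted p under 0.05, and 0.005 is the threshold of the paper.

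siScramble and wt cells were compared indirectly, as the difference between both comparisons in one fit of all 10 arrays. For 21 gene lists, written down before the data were examined like all other choices not named as later ones, the members that passed over all genes and when adjusted over the list alone were counted. fry tested whether a list leaned one way, and camera tested it against other genes with a preset correlation of 0.01 and with an estimated correlation. The estimate was not above the preset for every list, with -0.004 for the epithelial genes against wt. A higher p in that setting is therefore not by itself a sign of correlated genes. Of 580 list members 548 had a probe. Named genes were the up to 12 largest rises and 12 largest falls among genes that passed with one sign on all arrays, every gene that the paper's results or Table 2 name, and up to 4 members per list. Some values of the paper's tables had been seen when this rule was written. Single genes outside it, named as members of lists, were chosen after their values were seen.

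The replicate numbers pair the samples, because Fig. 1A draws one siFoxE1 extract for both arrays of a number. In the data, deviations from the mean of a comparison correlated between same-numbered arrays at r = 0.616, 0.758, 0.764 and 0.406 for numbers 1 to 4, across probes. Arrays of different numbers correlated at r = -0.65 to 0.505, the highest for number 4 against siScramble with number 3 against wt, which lies above the value for number 4 itself, so for number 4 the pairing rests on Fig. 1A. The fit with the number as a block was therefore run on all 10 arrays through duplicateCorrelation, and its within-number correlation was 0.582. In all, 24 alternatives to these choices were set beforehand and 2 were added later. On simulated data with 100 probes changed by a log2 of 0.5 or of 1, the fit called 45 and 85% of them against siScramble and 28 and 81% against wt. A list of 33 genes shifted by 0.5 gave an adjusted p = 0.00104 and 0.0742 from fry. These values may not hold for lists whose members move together. On the real arrays the 33 cell cycle genes had an estimated correlation of 0.70 against siScramble and 0.80 against wt. The tests of the promoter motif were left out because they need the genome sequence. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.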

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

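All 7 tests of explanations in the last 3 paragraphs of this part were chosen after the results were seen.

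Among 268 groups of 4 individual arrays, 12 had one array far from the others, measured by its gap over the range of the group, where chance alone gives 13.4. Against siScramble these were Cd68 (0.10 for replicate 1), the transcription factor gene Cebpd (-0.89 for replicate 3), the hexokinase gene Hk2 (-0.0790 for replicate 2), Ins1 (-0.65 for replicate 3), the integrin gene Itga5 (0.46 for replicate 4), Prss8 (0.60 for replicate 2) and the mean of the ATF4 and CHOP targets (-0.56 for replicate 3). Against wt they were Ahcy (-1.41 for replicate 2), Herpud1 (-2.75 for replicate 3), the heme oxygenase gene Hmox1 (-1.87 for replicate 3), Ins1 (-0.22 for replicate 3) and the mean of the p53 targets and apoptosis genes (-0.36 for replicate 3).

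A set of 10 genes that the paper does not discuss passed the test against siScramble. They are Cd74 at a log2 fold change of 1.18, RT1-Bb at 0.79, Bgn at 0.74 and Slc5a3 at 0.72, and, below 0, Sem1 at -0.85, Pacsin2 at -0.82, Areg at -0.71, Gprc5a at -0.69, Cd68 at -0.66 and Cebpd at -0.60. Sem1 also passed against wt, at -0.80.

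The ER chaperone and degradation genes were lower by very different amounts in the 4 replicates. The arrays argue against the slide as the cause, since the 4 individual arrays against wt share one slide and their list means still spanned 1.85. A deeper knockdown in replicate 3 is not decided by the FoxE1 log2 ratios. Against wt its ratio was 0.27 above the lowest of the 4. Against siScramble it was -0.62, between -0.77 for replicate 1 and -0.46 for replicate 2, with an SD of 0.17. These are mRNA ratios, and the arrays do not measure FoxE1 protein. The pooled arrays with swapped dyes, the higher at -0.48, do not test dye bias as the source of this spread, since siFoxE1 was in Cy5 on all 4 individual arrays. What stays open, besides the depth of the knockdown, is a difference between the cultures themselves, such as in density or medium at harvest. Such a difference may act on these genes in wt and siScramble cells as well and was not tested.

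The mean of the 29 interferon-stimulated genes was above 0 in siScramble vs wt for all 4 numbers and for the pools, the lowest at 0.14. None of them passed limma over all genes or over the list alone (3 at an unadjusted p under 0.05), and the list had a fry adjusted p = 0.965 and an adjusted p = 0.42 with an estimated correlation. Replicate 4 alone is argued against as the source of the positive mean, because the mean of numbers 1 to 3 was 0.23. The exact sign-flip p is 0.125, the smallest that 4 numbers allow. Transfection and any other difference in handling between siScramble and wt cells cannot be told apart, since the design has no cells given the transfection reagent without an siRNA.

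Cd68 passed the test against siScramble through the pooled array alone. A change in Cd68 RNA is argued against, since the pools hold the RNA of the 4 individual cultures, whose mean was 0.03. Dye bias of the probe is argued against, since the pooled array against wt, with the same dyes, gave -0.17. An artefact of that one hybridization may remain, which no second array of the same pool can test, and no biological explanation is offered by the design.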

How the results depend on the processing

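Of the alternatives, 2 were chosen after seeing the data, both with no dye term and one common variance, on the arrays and on the authors' table of log2 ratios. Over all alternatives, 1135 list results kept their side of the threshold and 41 came to pass, none reversed, and of the results for named genes 6420 kept their side, 823 came to pass, 87 no longer passed and 2 reversed, both for Cd68. Of the counts, 75 stayed within 1.5 times the main count and 73 did not. The cause was not tested for the changes below, except that settings with fewer arrays have less data by construction. Dim probes limit the reach of the tests, as 56.8 to 68.2% of spots per channel were well above background. The tests of the promoter motif and their alternatives were not run, because they need the genome sequence. Settings with one common variance give no list tests, and settings on slide 1, or with one dye term per slide, cover siFoxE1 vs siScramble only.

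Counts below are probes at 0.005 and genes at 0.05 unless stated, and list values are mean log2 fold changes of lists that came to pass fry. With the replicate numbers as a block, 26 genes passed against siScramble, 27 probes and 454 genes against wt, 2 genes at 0.005 and 24 at 0.05 in both, and 1 gene for siScramble vs wt. With the same block the lists were epithelial genes (0.28 against siScramble, 0.36 against wt), MHC class II (0.51, 0.53), methionine cycle (-0.22, -0.22), other cell types (-0.0804 against siScramble, carried by its member Cd68 at -0.66), ATF4 targets (-0.38 against wt) and cholesterol synthesis (-0.27 against wt), and no other list passed or ceased to pass fry. Also with the block, 19 genes passed 0.005 against wt, 37 and 602 probes passed 0.05 against siScramble and wt, and 22 of the paper's 55 genes passed 0.05 against wt. Both comparisons in one fit gave 12 probes against siScramble, 13 probes and 90 genes against wt, and 4 genes at 0.005 and 15 at 0.05 in both, with immediate early genes (-0.14), epithelial genes (0.28 and 0.36), MHC class II (0.51 and 0.53), other cell types (-0.0804) and cholesterol synthesis (-0.27 against wt).

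With no dye term, 26 probes and 524 genes passed against siScramble, 10 probes and 629 genes against wt, and 3 genes at 0.005 and 324 at 0.05 in both. The lists were ATF4 targets (-0.28), immediate early genes (-0.13), epithelial genes (0.27), mesenchymal genes (0.0935), YAP targets (0.0912), MHC class II (0.53) and methionine cycle (-0.21) against siScramble, and epithelial genes (0.35), MHC class II (0.53) and cholesterol synthesis (-0.27) against wt. The 4 individual arrays gave 11 probes and 358 genes, 150 genes against wt and 113 in both, and Cd68 turned to 0.03 (0.0255). Slide 1 alone gave 24 genes, ATF4 targets at -0.19 and Cd68 at 0.03 (0.0314), and one dye term per slide gave 44 genes and ATF4 targets at -0.43.

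One common variance gave 426 probes and 702 genes against siScramble, 871 and 1284 against wt, 309 genes at 0.005 and 623 at 0.05 in both, and 16 for siScramble vs wt. With no dye term as well these were 1052, 1482, 1882, 2253, 728, 1276 and 45, and on the authors' log2 ratios they were 1047, 1486, 1882, 2235, 721, 1271 and 45. Feature Extraction's processed signals gave 0 probes and 0 genes against siScramble, 0 genes against wt and 0 in both, with 1863 and 2692 probes at an unadjusted p under 0.05, and epithelial genes (0.47) and MHC class II (0.71) came to pass against wt. A robust intensity trend in limma also gave 0 for each of these counts, with 2294 and 3235 unadjusted. Without a filter on dim probes 1 probe and 8 genes passed against siScramble and 1 gene for siScramble vs wt, with epithelial genes (0.18 and 0.24), MHC class II (0.34 and 0.39) and other cell types (-0.0335, and 0.0432 for siScramble vs wt). Loess alone, like Aquantile, gave 5 genes against wt. Epithelial genes came to pass against wt with each spot on its own (0.36) and with the mean of all probes (0.36). For siScramble vs wt the authors' table gave 1 gene and paired differences 4.

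Without 1 replicate in turn, the counts ranged from 0 to 7 probes and 5 to 25 genes against siScramble, 0 to 3 probes and 0 to 45 genes against wt, and 0 to 13 genes in both. Of these 4 settings only the one without replicate 2 brought lists to pass, epithelial genes in both comparisons and MHC class II against wt. Over the 4 settings, passing or not, their means ranged from 0.27 to 0.30 and 0.35 to 0.38 for epithelial genes and from 0.50 to 0.57 for MHC class II against wt. The r between the comparisons was 0.30 and 0.52 when different cultures entered each side, and 0.70 and 0.88 for equally few arrays of the same cultures.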

Differences from the paper's values

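The paper's counts at adjusted p under 0.005 are larger than those found at the same threshold here. For siFoxE1 vs siScramble the paper gives 74 probes, 24 upregulated and 50 downregulated, and 64 genes, 24 up and 40 down, where the values here are 7 probes, 1 higher and 6 lower, and 2 genes, 1 higher and 1 lower. For siFoxE1 vs wt the paper gives 211 probes, 99 up and 112 down, and 183 genes, 87 up and 96 down, where limma passed 0 probes and 0 genes here, 0 higher and 0 lower, with 3180 probes and 2139 genes at an unadjusted p under 0.05. For both comparisons the paper gives 55 genes, 17 up and 38 down, where the values here are 0, 0 and 0.

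None of the alternatives set before the data were examined brings any of these counts to within the limits used for a difference. The alternatives go to both sides of the paper's counts. With one common variance 352 genes passed against siScramble, 703 against wt and 309 in both, and with no dye term the counts were 18, 5 and 3. Of the paper's own 55 genes, 54 passed 0.005 in both with one common variance, and 1 did with no dye term, with both comparisons in one fit and with the replicate block. With no dye term and one common variance together, an alternative chosen after seeing the values, 54 of the 55 passed and 1 was dropped, among 728 genes in all, and on the authors' table of log2 ratios, also chosen after, 54 passed among 721.

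The log2 fold changes themselves did not differ by more than the larger error for any of the 25 values compared with the paper's tables. Both sets of values come from the same arrays after loess and quantile normalization, so their closeness is not independent evidence. For Ahcy against siScramble the paper's value is -1.88 and the value here -1.85, and for Hspa5 the paper's value is -1.20 and the value here -1.06. In the parts of Datasets S1 and S2 held here, the ratio of fold change to the paper's test statistic is the same for every entry, 0.183 and 0.203, and the paper's fold changes equal the unweighted mean of the authors' 5 log2 ratios to within 0.01.

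The paper states that Tg was downregulated in both comparisons. Here its log2 fold change was negative in both comparisons and did not pass the test in either. Tg passed under none of the alternatives.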

Other observations

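The test of other splits below was planned, and the patterns named in this part were not otherwise tested for a cause. siScramble cells were compared with wt cells indirectly, which the paper does not do. In limma 0 of 9743 genes passed 0.05 (111 at an unadjusted p under 0.05), and no list passed fry, with adjusted p from 0.395 to 0.974. At the level of probes 1 of 17774 passed 0.05 and also 0.005, higher in siScramble cells. This fit does not pair the numbers. With the replicate block 1 gene passed 0.05, and with differences paired by number 4 did, all higher. Probes at an unadjusted p under 0.05 were 238 in the main fit, 1431 with the block and 1632 with paired differences. Of 29 interferon-stimulated genes 27 were above 0, with a mean log2 fold change of 0.44 (camera adjusted p = 1.2e-12, adjusted p = 0.42 with an estimated correlation). The 24 cholesterol synthesis genes had a mean of -0.20 (camera 5.1e-08, adjusted p = 0.291 with an estimated correlation) and the 33 cell cycle genes of 0.17 (camera 1.7e-04, adjusted p = 0.871 with an estimated correlation). The cell cycle mean was 0.53 for number 3 and at most 0.09 for the other numbers, and it was 0.11 without replicate 3. In siFoxE1 vs siScramble the interferon list had a mean of 0.12, with 6 genes higher, among them Usp18 and Mx1, and Stat2 lower when adjusted over the list alone (fry adjusted p = 0.299, camera 0.00933, adjusted p = 0.475 with an estimated correlation).

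Of 18 feedback and output genes of the ERK pathway none passed over all genes. Adjusted over the list alone, the phosphatase gene Dusp4 and Etv5 fell against siScramble, and Dusp4, Dusp6 and Etv5 fell and cyclin D1 (Ccnd1) rose against wt (mean -0.15 and -0.21, fry adjusted p = 0.247 and 0.373, camera 0.0414 and 0.104, and adjusted p = 0.396 and 0.587 with an estimated correlation). Of 21 immediate early and cAMP-induced genes Areg passed against siScramble. Over the list alone 5 fell, including Dusp1, Crem and the phosphodiesterase gene Pde10a, and Jun rose, and against wt 3 fell (mean -0.14 and -0.13, fry adjusted p = 0.087 and 0.222, camera 0.00876 and 0.0718, and adjusted p = 0.386 and 0.582 with an estimated correlation). Of 22 genes of the methionine cycle and glutathione Ahcy fell in both comparisons. Over the list alone Cth, which makes cysteine, also fell against wt and Ggt1 rose (mean -0.22 in both, fry adjusted p = 0.087 and 0.337, with the replicate block 0.0362 and 0.0395, camera 0.00562 and 0.111, and adjusted p = 0.386 and 0.582 with an estimated correlation).

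Of 13 mesenchymal genes against siScramble and 12 against wt, S100a4 rose over the list alone in both, and Itga5 against wt (fry adjusted p = 0.0863 and 0.344). Of 16 and 17 YAP and TGF-beta responsive genes Id2 rose and Ccn2 fell over the list alone in both (fry adjusted p = 0.087 and 0.344). None of 27 hypoxia and glycolysis genes (fry adjusted p = 0.653 and 0.373), 22 p53 targets and apoptosis genes (0.681 and 0.638) or 14 reference genes (0.263 and 0.373) passed by either adjustment. Cholesterol synthesis had 0 genes past either adjustment and a mean of -0.07 against siScramble in limma and fry, with 1 member higher and 2 lower at an unadjusted p under 0.05, and its list had a fry adjusted p = 0.263. The 33 cell cycle genes moved in opposite directions between cultures, from -0.38 for replicate 1 to 0.16 for replicate 3 against siScramble and from -0.29 to 0.69 for the same replicates against wt. They had a mean of 0.02 and 0.19, with 0 past either adjustment in limma, and at an unadjusted p under 0.05 there were 1 higher and 1 lower against siScramble and 2 higher against wt (fry adjusted p = 0.95 and 0.607). Of 9 and 10 markers of other cell types Cd68 alone passed, against siScramble, and it carries the value of the list (fry adjusted p = 0.0863 and 0.817, 0.0362 against siScramble with the replicate block, and adjusted p = 0.475 and 0.849 with an estimated correlation). With all 10 arrays in one fit without the block, the fry adjusted p of this list against siScramble was 0.0287. The reference gene Gusb, used by the paper for its qRT-PCR, had log2 fold changes of 0.34 (adjusted p = 0.246) and 0.48 (adjusted p = 0.258), and its other tested probe 0.10 and 0.18.

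Whether chance could give as many calls was examined on the 4 individual arrays with no dye term, by turning the sign of arrays in all 8 patterns. These are too few for a share under 0.05, since the smallest is 0.125. Against siScramble the real pattern gave 11 probes at 0.005 and 358 genes at 0.05, where the highest of the other patterns gave 0 and 0, so 1 of 8 patterns gave as many. Against wt it gave 150 genes, with 0 in the highest other (1 of 8), and 0 probes, with 0 in the highest other (8 of 8). In both comparisons it gave 113 genes at 0.05, with 0 in the highest other (1 of 8), and 0 genes at 0.005, with 0 in the highest other (8 of 8). For siScramble vs wt the real split of the 8 individual arrays gave 0 genes, so all 35 splits give as many by construction, and the count decides nothing about chance. The highest other gave 2233 genes. It set numbers 1 and 2 of both comparisons against numbers 3 and 4, which points to a structure of the samples by culture. Its count overstates that structure, since arrays of one number share a siFoxE1 extract, fall on one side and are not independent. The split was also picked as the highest of 35. Among the 8 splits that part every pair of numbers, the highest other gave 0.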
